# Long wavelength-sensing cones of zebrafish retina exhibit multiple layers of transcriptional heterogeneity

**DOI:** 10.3389/fncel.2023.1214084

**Published:** 2023-07-14

**Authors:** Ashley A. Farre, Chi Sun, Margaret R. Starostik, Samuel S. Hunter, Milton A. English, Audrey Duncan, Abirami Santhanam, Eyad Shihabeddin, John O’Brien, Anand Swaroop, Deborah L. Stenkamp

**Keywords:** cone, photoreceptor, zebrafish, retina, RNA-Seq, scRNA-Seq, opsin, transducin

## Abstract

**Introduction:**

Understanding how photoreceptor genes are regulated is important for investigating retinal development and disease. While much is known about gene regulation in cones, the mechanism by which tandemly-replicated opsins, such as human long wavelength-sensitive and middle wavelength-sensitive opsins, are differentially regulated remains elusive. In this study, we aimed to further our understanding of transcriptional heterogeneity in cones that express tandemly-replicated opsins and the regulation of such differential expression using zebrafish, which express the tandemly-replicated opsins *lws1* and *lws2*.

**Methods:**

We performed bulk and single cell RNA-Seq of LWS1 and LWS2 cones, evaluated expression patterns of selected genes of interest using multiplex fluorescence *in situ* hybridization, and used exogenous thyroid hormone (TH) treatments to test selected genes for potential control by thyroid hormone: a potent, endogenous regulator of *lws1* and *lws2* expression.

**Results:**

Our studies indicate that additional transcriptional differences beyond opsin expression exist between LWS1 and LWS2 cones. Bulk RNA-Seq results showed 95 transcripts enriched in LWS1 cones and 186 transcripts enriched in LWS2 cones (FC > 2, FDR < 0.05). *In situ* hybridization results also reveal underlying heterogeneity within the *lws1*- and *lws2*-expressing populations. This heterogeneity is evident in cones of mature zebrafish, and further heterogeneity is revealed in transcriptional responses to TH treatments.

**Discussion:**

We found some evidence of coordinate regulation of *lws* opsins and other genes by exogenous TH in LWS1 vs. LWS2 cones, as well as evidence of gene regulation not mediated by TH. The transcriptional differences between LWS1 and LWS2 cones are likely controlled by multiple signals, including TH.

## 1. Introduction

Cone photoreceptors of vertebrates express specific opsins that maximally detect specific wavelengths of light. The presence of multiple types of cones that express opsin proteins with different peak spectral tuning allows for color vision. Humans have three different types of cones (red-, green-, and blue-sensitive) that each express a specific cone opsin: long wavelength-sensitive (LWS), middle wavelength sensitive (MWS), and short wavelength sensitive (SWS) opsins, respectively (Nathans, 1999). The genes encoding the human LWS and MWS opsins are arranged in tandem on the X chromosome (Vollrath et al., 1988), and the mechanism by which they are regulated remains largely unknown, although several models have been suggested (Wang et al., 1999; Peng and Chen, 2011; Hussey et al., 2022). Mutations in these opsin genes have been associated with multiple visual disorders including color vision deficiencies, high myopia, X-linked cone dysfunction, and X-linked cone dystrophy (Winderickx et al., 1992; Ayyagari et al., 1999; Young et al., 2004; Michaelides et al., 2005; Gardner et al., 2010).

Although mice remain the predominant model system in molecular and cellular biology, and have been instrumental for vision research, they lack tandemly replicated opsin genes. The only mammals known to share this gene structure with humans are other primates and bats (Hofmann and Carleton, 2009), for which genetic and other experimental manipulations that would be useful for the study of gene expression are severely limited and/or practically difficult. The zebrafish, however, is a vertebrate model organism that does possess tandemly replicated opsins (Chinen et al., 2003), and for which many genetic tools have been developed (Niklaus and Neuhauss, 2017). Further, the tandemly duplicated zebrafish *lws* opsin genes and the human *LWS/MWS* opsin genes evolved from a common ancestral long wavelength-sensing opsin gene. Therefore, the zebrafish provides an excellent opportunity to study gene expression in cones that express tandemly replicated opsins. Previous research using the zebrafish and other model organisms has shown that thyroid hormone (TH) is essential in determining cone subtype identity and patterning (Ng et al., 2001; Roberts et al., 2006; Forrest and Swaroop, 2012; Boyes et al., 2018; Mackin et al., 2019). This appears to be true for humans as well, as shown for stem cell-derived retinal organoids (Eldred et al., 2018). Recent studies from our lab have also demonstrated that TH can promote the expression of some tandemly replicated opsins over others, a conserved phenomenon for both of the tandemly replicated cone opsin arrays in zebrafish. In both the *lws* and *rh2* (middle wavelength-sensitive in non-mammalian vertebrates) arrays, TH promoted the expression of the long wavelength-shifted member(s) of the array at the expense of the more short-wavelength-shifted member(s) (Mackin et al., 2019). Further, treatment with exogenous TH can cause larval cones expressing one member of the *lws1/lws2* tandem array to “switch” and begin expressing another member of the array (Mackin et al., 2019).

Larval, juvenile, and adult zebrafish have characteristic *lws* opsin spatiotemporal expression patterns. In larval zebrafish, *lws2* expression begins at 40 h post-fertilization (hpf) in the central and dorsal retina while *lws1* expression begins at approximately 5 days post-fertilization (dpf) in the ventral region. In adults, ventral and nasal LWS cones express *lws1* while central and dorsal LWS cones express *lws2* (Takechi and Kawamura, 2005; Tsujimura et al., 2010). Larval and juvenile zebrafish made experimentally athyroid display abnormal *lws1* vs. *lws2* expression patterns, supporting endogenous roles for TH in the regulation of their differential expression (Mackin et al., 2019).

In this study, we aimed to further our understanding of the cones that express tandemly replicated opsins and the regulation of opsin expression by performing bulk and single cell RNA-Seq of LWS1 and LWS2 cones. We then investigated spatial patterning of several transcripts found to be differential expressed, in adult whole retina, and in larval retinas with or without exogenous thyroid hormone treatment. Our goals were to determine whether LWS1 vs. LWS2 cone subtypes exhibit transcriptional differences beyond opsin expression, to probe potential mechanisms for opsin switching and differential tandemly replicated opsin expression, and to investigate the role of TH in regulating differences between cone subtypes that express tandemly replicated opsins. Our studies indicate that additional transcriptional differences exist between these cone subtypes beyond opsin expression, and reveal underlying heterogeneity within the *lws1*- and *lws2*-expressing populations. This heterogeneity is evident in cones of mature and larval zebrafish, and further heterogeneity is revealed in transcriptional responses to TH treatments.

## 2. Materials and methods

### 2.1. Animals

Zebrafish were propagated and maintained as described (Westerfield, 2007), on recirculating, monitored, and filtered system water, on a 14:10 light/dark cycle, at 28.5°C. Procedures involving animals were approved by the Animal Care and Use Committees of the University of Idaho and of the University of Texas Health Science Center at Houston. Wild-type (WT) zebrafish were of a strain originally provided by Scientific Hatcheries (now Aquatica Tropicals, Plant City, FL) and AB (RRID:ZIRC_ZL1) from the Zebrafish International Resource Center at the University of Oregon. The *lws:PAC(H)* transgenic line harbors a PAC clone that encompasses the *lws* locus, modified such that a GFP-polyA sequence, inserted after the *lws1* promoter, reports expression of *lws1*, and an RFP (dsRedExpress)-polyA sequence, inserted after the *lws2* promoter, reports expression of *lws2* (Tsujimura et al., 2010). This line was the kind gift of Shoji Kawamura and the RIKEN international resource facility. The *thrb2:tdTomato* transgenic line expresses the tdTomato reporter under control of *the thyroid hormone receptor beta 2 promoter*, resulting in tdTomato in all adult LWS cones (Suzuki et al., 2013). This line was the kind gift of Rachel Wong. In this study larval (4 dpf) and adult (0.5–1.5 years; both sexes) zebrafish were used.

### 2.2. Retinal tissue dissociation and fluorescence-activated cell sorting (FACS)

Dissociation and FACS were carried out as previously reported (Sun et al., 2018a,b), for bulk RNA-Seq and for qPCR. In brief, adult *lws:PAC(H)* and *thrb2:tdTomato* zebrafish were collected near the time of light onset but maintained in the dark (dark-adapted), euthanized with MS-222, and retinal tissues dissected away from other ocular tissues including the RPE and collected into cold RNAse-free phosphate-buffered saline (PBS). Retinas were dissociated for 10 min at 37°C in a filtered buffer containing papain, trypsin, neutral protease, catalase, and superoxide dismutase. The reaction was quenched with heat-inactivated fetal bovine serum, and samples resuspended in DNAseI for 10 min at room temperature. Samples were pelleted and resuspended in RNAse-free PBS prior to FACS. *Lws:PAC(H)* samples were sorted with a SONY Cell Sorter SH800 based upon GFP and RFP fluorescence, and collected into TRIzol LS or lysis buffer from the Machery–Nagel RNA extraction kit (Sun et al., 2018b). *Thrb2:tdTomato* samples were sorted using the same instrument and conditions, but based upon tdTomato fluorescence intensity and the scatter characteristics (Sun et al., 2018b).

### 2.3. Bulk RNA-sequencing (bulk RNA-Seq)

The quality of isolated RNA was evaluated using the Bioanalyzer 2100 RNA 6000 Nano assay (Agilent Technologies). For samples with a RIN score greater than 8.0, sequencing libraries were constructed according to the manufacturer’s protocol using the TruSeq^®^ RNA Library Preparation Kit (Illumina) with 5 μg total RNA as input whereby ribosomal RNA was removed by poly-A selection using Illumina. Illumina sequencing adapters were ligated to each sample. Ligated fragments were then amplified for 12 cycles using primers incorporating unique dual index tags. Libraries were sequenced at the National Eye Institute (NEI) on the Illumina HiSeq 2500 platform, and raw sequencing reads were demultiplexed by NEI. Raw bulk RNA-Seq reads were trimmed for Illumina adapters and quality using Trimmomatic v0.36 (Bolger et al., 2014). Trimmed reads were aligned to the zebrafish reference genome GRCz11 using STAR v2.5.2a (Dobin et al., 2013) and Salmon v1.0.0 (Patro et al., 2017). Approximately 1–3 million reads were mapped per sample library (3 libraries per condition) to zebrafish reference genome GRCz11, with the exception of one *lws1*:GFP + library, which still provided minimal depth for downstream analyses, and so was included in subsequent analyses to increase statistical power. Additional quality control metrics were evaluated using FastQC v0.11.5^1^ and HTStream (Petersen et al., 2015). Data were imported into R (R Core Team, 2017)^2^ using tximport (Soneson et al., 2015). Differential expression (DE) analysis was then carried out using DESeq2 (Love et al., 2014). Log_2_FC, as well as a moderated Log_2_FC (to normalize for transcripts displaying very low levels of expression) were determined for *lws1*:GFP vs. *lws2*:RFP DE analyses. As additional strategies for identifying transcripts DE in LWS1 vs. LWS2 cones, DE analyses were also carried out for the entire LWS cone population (*thrb2*:tdTomato +) vs. *lws1*:GFP and vs. *lws2*:GFP. Gene ontology analyses were performed using gProfiler.

### 2.4. Retinal tissue dissociation and single-cell RNA-Seq (scRNA-Seq)

Single-cell library preparation and data analysis are fully described in Santhanam et al. (2022). In brief, two female and one male wild-type AB strain zebrafish, age 7 months, were euthanized with MS222 on ice and isolated retina-RPE preparations were pooled in a 3:1 mix of Leibovitz’s L-15 medium (Gibco) and Earle’s Balanced Salt Solution (EBSS; Gibco). Cells were dissociated with papain solution (50 U/mL; Worthington Biochemical) for 60 min at 28°C with gentle trituration. Digestion was halted by addition of 2x volume of 0.1% BSA in L15: EBSS medium, and cells were counted and tested for viability. Cell samples were submitted for 3′ scRNA library preparation and sequencing through the Baylor College of Medicine Single Cell Genomics Core facility. The single-cell library was prepared using a Chromium Next GEM Single Cell 3′ Reagent Kit v2 (10x Genomics, Pleasanton, CA, USA). The single-cell library was sequenced with Illumina HiSeq2500.

The single-cell library sequences were initially analyzed using the 10x Genomics CellRanger V2.1.1.0 pipeline. Sequences were aligned to the zebrafish reference genome GRCz11 using CellRanger count, and quality-checked using FASTQC V0.11.9. Over 93% of reads mapped successfully to the genome. The initial alignment and analysis were performed through the Texas Advanced Computing Center (TACC) Lonestar5 computing service. Subsequent analyses of aligned data used the Seurat V2.1.1 (Butler et al., 2018) package in R V3.6.1. The data were initially filtered to remove low-abundance genes (expressed in fewer than 10 cells), doublets and cells with >5% mitochondrial genes. The dataset contained between 200 and 4,000 genes per cell, and 13,551 cells were sequenced/analyzed. PCElbowPlots were performed and 20 principal components were used for downstream analysis of each dataset. PC1 to PC20 were used to construct nearest neighbor graphs in the PCA space followed by Louvain clustering and non-linear dimensional reduction by TSNE to visualize and explore the clusters. Expression levels are expressed in a base 2 log scale.

### 2.5. Thyroid hormone treatments

Stock solutions of tri-iodothyronine (T3) were prepared in DMSO (Sigma), and maintained at −20°C in the dark. Embryos were obtained from WT crosses, with the time of light onset considered the time of fertilization. 0.003% phenylthiourea (PTU) was added to system water at 10–12 h post-fertilization (hpf) to inhibit melanin synthesis [13]. Prior to T3 treatment, embryos were dechorionated using fine forceps, and the 1000X T3 stock solution was added to system water for a final concentration of 100 nM (DMSO final concentration was 0.1%). Controls were treated with 0.1% DMSO. Treatments took place from 48 to 96 hpf, and solutions were refreshed every 24 h (Mackin et al., 2019).

### 2.6. RNA extraction and quantitative RT-PCR (qPCR)

Total RNA from larval (4 dpf) zebrafish tissues was extracted using the Machery-Nagel kit, and then the Superscript III/IV (Invitrogen) was used to synthesize cDNA template with random primers. Gene-specific primer pairs for qPCR are provided in Supplementary Table 1. Amplification was performed on a StepOne Real-Time PCR system using SYBR Green or Power Track SYBR Green master mix (Applied Biosystems). Quantification of transcript abundance was relative to the reference transcript (β*-actin*), using the ddCT method. Graphing and statistics were performed in Excel. Sample groups were evaluated for normal distributions using the Shapiro–Wilk test. For comparisons showing normal distributions, *p*-values were calculated using Student’s *t*-test, and for comparisons not showing normal distributions, *p*-values were calculated using Mann–Whitney tests.

### 2.7. Hybridization chain reaction (HCR) *in situ* hybridization

Hybridization chain reaction procedures were carried out according to the manufacturer’s instructions (Molecular Instruments) (Choi et al., 2014). In brief, zebrafish tissues were fixed overnight in phosphate-buffered 4% paraformaldehyde at 4°C. Tissues were then washed in PBS, dehydrated in MeOH, and stored in MeOH at −20°C at least overnight. Tissues were rehydrated in a graded MeOH/PBS/0.1% Tween 20 series, permeabilized with proteinase K (larvae only), and post-fixed with 4% paraformaldehyde prior to hybridization. Hybridization was done overnight at 37°C. Tissues were washed with the manufacturer’s wash buffer, and then 5XSSCT (standard sodium citrate with 0.1% Tween-20), and the amplification/chain reaction steps were performed following the manufacturer’s protocol. Probe sets were designed and generated by Molecular Instruments and can be ordered directly from their website.

### 2.8. Confocal microscopy

Whole, HCR-processed, adult (0.5–1.5 years) retinas were mounted in glycerol and imaged with a 20X dry lens, 40X water-immersion lens, or 40x oil-immersion lens. 3 μm-step sizes were used for 20X images. Z-series for 40x images were taken with ≤1 μm step size. Whole larval eyes were removed from HCR-processed embryos, and the sclera removed by microdissection. Eyes were mounted in glycerol and imaged with a 20X dry lens using a Nikon-Andor spinning disk confocal microscope and Zyla sCMOS camera. A z-series encompassing the entire globe of the embryo eye was obtained with 3-μm step sizes, using Nikon Elements software. Z-stacks were flattened by max projection, and brightness/contrast adjusted in FIJI (ImageJ). Cross sectional images for adult whole mounted retinas were obtained using the orthogonal view function in FIJI.

Presence/absence of *gngt2a* expression in dorsal regions of larval eyes was determined using whole eye stacks. Brightness/contrast were adjusted to determine presence/absence of signal when signal was dim. Presence within dorsal retina was defined as signal localized in the center of the region dorsal to the center of the lens. A proportion test was used to determine statistical significance.

Hybridization chain reaction fluorescence intensity quantification was performed using FIJI, using the approach of Thiel et al. (2022). For each image the color channels were split, and background measurements were performed on the channel reporting expression of the gene of interest at 3 positions in the z dimension. Whole eyes were traced in the segmentation editor to create an “object” for measurement. The 3D intensity measure plugin was used to obtain “intensity sum,” also known as integrated density, as well as total volume. The single channel reporting expression of the gene of interest was used as the “signal” for 3D analysis. The mean fluorescence intensity of the background was multiplied by the volume of the eye to determine total background. Corrected total fluorescence was calculated by subtracting total background from measured intensity sum (Thiel et al., 2022).

Graphing and statistics were performed in Excel. Sample groups were evaluated for normal distributions using the Shapiro–Wilk test. For comparisons showing normal distributions, *p*-values were calculated using two-tailed Student’s *t*-test, and for comparisons not showing normal distributions, *p*-values were calculated using Mann–Whitney tests. ^***^ denotes *p* < 0.001, ^**^ denotes *p* < 0.01, * denotes *p* < 0.05.

## 3. Results

### 3.1. Transcriptome analysis of LWS1 vs. LWS2 Cones: FACS-bulk-RNA-Seq

To address the hypothesis that LWS1 and LWS2 cone subtypes of the zebrafish are distinct in transcriptional characteristics other than opsin expression, we aimed to identify any genes that are DE in these two cone populations of adult zebrafish. 

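Bulk RNA-Seq counts from 6 libraries of adult lws:PAC(H) zebrafish were used, 3 from GFP+ (LWS1) cones and 3 from RFP+ (LWS2) cones. In this transgenic line GFP reports expression of lws1 and RFP reports expression of lws2, and the fish were between 0.5 and 1.5 years old. The authors trimmed the reads, aligned them to GRCz11 with STAR and Salmon, imported them into R with tximport, and deposited whole-number counts for 30258 Ensembl features without normalization. Total counts in replicates 1, 2 and 3 were 1417028, 1117521 and 694158 for LWS1, and 2092699, 3005880 and 3105062 for LWS2. A floor of 3 counts corresponded to 4.32 CPM (counts scaled to a common library size) in the smallest of these libraries and to 0.966 CPM in the largest. Reads without molecular identifiers are not independent molecules, so intervals and floors cover counting error only. Across replicates of a condition, counts differed by more than sampling noise in every pair (chi-square over degrees of freedom from 6.88 to 211), so no library was treated as a repeat of another.
Features were kept by edgeR's filterByExpr, which left 8432, and were normalized by TMM. Each was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with only the LWS1 and LWS2 libraries in the fit. A feature was called differentially expressed (DE) at a false discovery rate (FDR) under 0.05 and an absolute fold change above 2. Log2 fold changes are LWS2 over LWS1, so negative values are higher in LWS1. Standard errors (SE) were derived from the test statistic. Symbols came from the authors' deposited comparison tables, which hold only genes with an adjusted p under 0.1, so 906 of the features tested carried one. Deviations from the group means correlated at a mean of 0.113 between LWS1 and LWS2 libraries with the same replicate number (0.180, 0.155 and 0.004). Between libraries with different numbers the mean was -0.057. That value follows from the first, since the deviations within a group sum to 0, and is no separate sign of pairing. Fits with the replicate number as a block are therefore given beside those without it for the counts of called features and for some of the genes.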

LWS1 vs. LWS2 cones of the *lws*:PAC(H) transgenic line were FACS-sorted based upon GFP vs. RFP fluorescence (Sun et al., 2018b), and RNA isolated from the sorted cones was sequenced to discover their respective transcriptomes (Figures 1A, B). The results of the dissociation, sorting, evaluation of purity, and RNA quality were reported earlier (Sun et al., 2018b). 

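LWS1-enriched features numbered 51 of the 8432 tested, or 0.299% of the 17080 features with at least 1 count in the LWS1 libraries, and 46 of them carried a symbol. With the replicate number as a block the number was 77, of which 50 were among the 51. Leaving out the filter on low counts raised the number most, to 411, of which 47 were among the 51, and it fell to 0 with all 4 groups in one fit and without LWS2 replicate 3. For each of the 51, all 3 LWS1 libraries lay above all 3 LWS2 libraries. Among all features tested, 1797 (21.3%) had groups that did not overlap in either direction, where chance gives 10%. Largest among the LWS1-enriched features was rsl1d1 (ENSDARG00000115696), with 18, 14 and 12 counts in the LWS1 libraries and 0 in each LWS2 library, at least 16.6-fold higher against the floor of 3 counts. A second feature with the same symbol changed in the opposite direction, so reads could have been split between the copies, and this gene is uncertain. The features ENSDARG00000110365 and ENSDARG00000113770, which have no symbol, also had 0 counts in every LWS2 library and were at least 11.2-fold and 8.96-fold higher in LWS1. The solute carrier gene slc12a7a had 29.5 ± 14.2 CPM (SD, n = 3) in LWS1 and 2.54 ± 0.94 CPM (SD, n = 3) in LWS2, a log2 fold change of -3.55 (SE 0.606, edgeR FDR = 0.0203). For znf395a, the values were 38.5 ± 11.6 and 3.30 ± 1.74 CPM (SD, n = 3 each), a log2 fold change of -3.47 (SE 0.559, edgeR FDR = 0.0168).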

Based upon a false discovery rate (FDR) < 0.05, and absolute fold-change (FC) > 2, 95 transcripts were enriched in GFP + (LWS1) cones, representing ∼0.6% of the LWS1 transcriptome (Figure 1C, Table 1, and Dataset 1. Note that Tables 1, 2 and Datasets 1–3 show log_2_FC rather than absolute FC). 

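In the opposite direction, 101 features were LWS2-enriched, or 0.501% of the 20145 features with at least 1 count in the LWS2 libraries, and 99 of them carried a symbol. With the replicate block the number was 123, of which 89 were among the 101. The smallest adjusted p belonged to syt4, which had 2, 1 and 2 counts in the LWS1 libraries and 133 ± 18.2 CPM (SD, n = 3) in LWS2, at least 36.1-fold higher against the floor (edgeR FDR = 0.00051). It was the only feature called in each of the 6 fits that left out a library. The 5 highest log2 fold changes came from features with 0 counts in every LWS1 library, whose totals were lower than those of LWS2, so their folds are lower bounds. These were phlda3 (at least 13.6-fold higher in LWS2), the rsl1d1 feature ENSDARG00000055868 (at least 6.83-fold, uncertain because of its second copy), si:dkey-34l15.1 (at least 4.91-fold), LOC100006889 (at least 3.37-fold) and aifm4 (at least 3.02-fold). Of the 152 features called in either direction, 8 had 0 counts in all LWS1 libraries and 3 had 0 counts in all LWS2 libraries.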

Using the same cutoff criteria, 186 transcripts were enriched in RFP + (LWS2) cones, representing ∼1.2% of the LWS2 transcriptome (Figure 1C, Table 2, and Dataset 1). These analyses suggest that these cone subtypes are indeed highly similar, although with sufficient transcriptional differences other than opsin expression, to support our original hypothesis. 

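Across the 8432 features tested, the group means of log2(CPM + 0.5) in LWS1 and LWS2 correlated at 0.894, a correlation across genes, which are not independent replicates. The median absolute log2 fold change was 0.45. An FDR under 0.05 was reached by 165 features, of which 152 also passed the fold-change cutoff, 1.80% of those tested. At an unadjusted p under 0.05 there were 1228 features, where 421.6 would be reached by chance if no feature differed. The biological coefficient of variation among replicates was 0.381. In counts simulated from these libraries with 200 genes changed by a log2 fold change of 2, the same test recovered 50% of the changed genes, and 1.96% of its calls were false. From its analyses, the paper proposes that these cone subtypes are highly similar, with enough transcriptional differences other than opsin expression to favour its hypothesis.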

A moderated Log_2_FC approach, to normalize for transcripts expressed at very low levels, returned fewer, but several of the same transcripts (Dataset 2; 19 genes in common with Dataset 1 as LWS1-enriched; 56 genes in common with Dataset 1 as LWS2-enriched). 

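Moderated values were computed with DESeq2, by shrinking its log2 fold changes with a normal prior. On the same counts, DESeq2 at an FDR under 0.05 gave 175 LWS1-enriched and 181 LWS2-enriched features past the fold-change cutoff. With moderated log2 fold changes in place of unmoderated ones, 148 and 175 remained. Among the moderated calls were 50 of the LWS1-enriched and 99 of the LWS2-enriched features called by edgeR. In the authors' deposited table, 171 genes were higher in LWS1 and 195 higher in LWS2 at an adjusted p under 0.05 and the same cutoff, and 108 and 151 by its moderated log2 fold change. Counted by symbol, the paper's Datasets 1 and 2 share 19 LWS1-enriched and 49 LWS2-enriched genes.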

The entire dataset is publicly accessible (GEO accession #GSE232902).^3^

**FIGURE 1:**
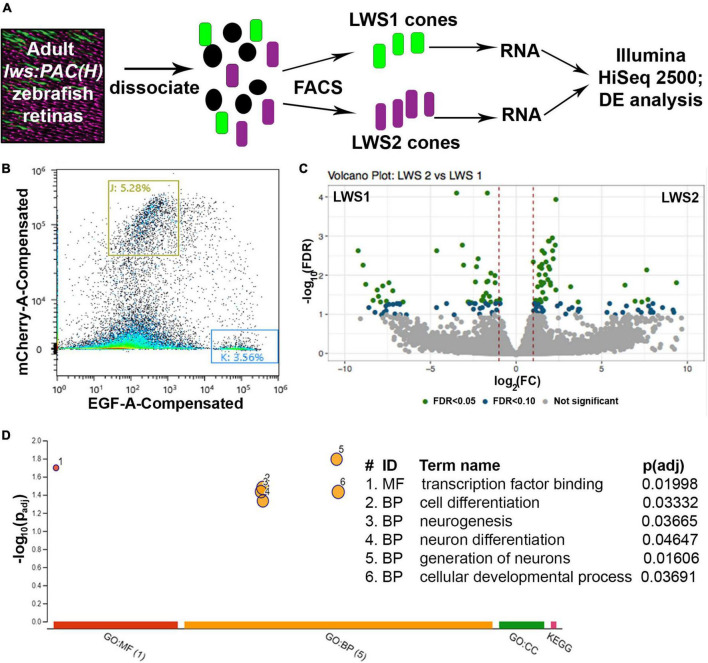
Comparative transcriptome analysis of LWS1 vs. LWS2 cones using FACS followed by bulk RNA-Seq. **(A)** Schematic of dissociation and sequencing workflow. **(B)** Representative (100,000 sorted events) sorting report for an *lws:PAC(H)* sample used in the study; red fluorescence intensity vs. green fluorescence intensity. Gating strategy (boxes labeled J and K) for this sort resulted in the sorting percentages of events indicated. **(C)** Volcano plot depicting transcripts differentially expressed (DE) in LWS1 (left side) vs. LWS2 (right side) cones. Green symbols, transcripts DE at FDR < 0.05; blue symbols, transcripts DE at FDR < 1.0. **(D)** Gene ontology (GO) analysis depicting GO categories overrepresented in the list of DE genes enriched in LWS1 (vs. LWS2) cones. MF, molecular function; BP, biological process.

**TABLE 1:** Selected genes differentially expressed (enriched) in LWS1 (GFP +) vs. LWS2 (RFP +) cones.

Gene_name	Gene_description	Log_2_FC	adj. *P*-value
*gngt2a*	Guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2a	-1.36672	3.90E-12
*nrip1a*	Nuclear receptor interacting protein 1a	-2.04606	1.69E-05
*per1b*	Period circadian clock 1b	-1.04133	2.08E-05
*cry1bb*	Cryptochrome circadian clock 1bb	-1.92388	3.12E-05
*snap25a*	synaptosomal-associated protein, 25a	-1.40065	0.000127
*neurod1*	Neuronal differentiation 1	-1.3581	0.000382
*taok2a*	TAO kinase 2a	-1.03578	0.000645
*foxg1a*	Forkhead box G1a	-2.25344	0.000732
*ppef2b*	Protein phosphatase with EF-hand domain 2b	-1.82645	0.000732
*hmgb1b*	High mobility group box 1b	-1.2662	0.000749
*znf395a*	Zinc finger protein 395a	-2.99349	0.000798
*per3*	Period circadian clock 3	-1.16867	0.002191
*plxna1a*	Plexin A1a	-1.29707	0.003367
*efna1a*	Ephrin-A1a	-1.36806	0.005018
*neurod4*	Neuronal differentiation 4	-1.90268	0.00563
*acvr1ba*	Activin A receptor, type IBa	-1.67671	0.00563
*thrab*	Thyroid hormone receptor alpha b	-1.17058	0.00563
*pkp1b*	Plakophilin 1b	-1.56174	0.00644
*nlgn4b*	Neuroligin 4b	-2.07195	0.011266
*hmgb3a*	High mobility group box 3a	-1.12235	0.01199
*ntm*	Neurotrimin	-1.72035	0.022466
*rorcb*	RAR-related orphan receptor C b	-1.66891	0.030361
*vax1*	Ventral anterior homeobox 1	-2.44783	0.034141
*opn1lw1*	opsin 1 (cone pigments), long-wave-sensitive 1	-1.72355	0.291626

**TABLE 2:** Selected genes differentially expressed (enriched) in LWS2 (RFP +) vs. LWS1 (GFP +) cones.

Name	Gene description	Log_2_FC	adj. *P*-value
*psmb1*	Proteasome subunit beta 1	2.39001	1.09E–06
*LOC562466*	Cyclic nucleotide-gated cation channel beta-3-like	1.729221	1.81E–05
*calm1b*	Calmodulin 1b	2.011385	2.08E–05
*adgrl3.1*	Adhesion G protein-coupled receptor L3.1	1.603454	0.000213
*gngt2b*	Guanine nucleotide binding protein (G protein), gamma transducing activity polypeptide 2b	1.849842	0.000231
*nptna*	Neuroplastin a	2.224251	0.002037
*nr2f2*	Nuclear receptor subfamily 2, group F, member 2	1.693942	0.00244
*sox4a*	SRY (sex determining region Y)-box 4a	2.357806	0.005018
*nr4a3*	Nuclear receptor subfamily 4, group A, member 3	2.099178	0.01027
*ift27*	Intraflagellar transport 27 homolog (Chlamydomonas)	1.581392	0.011241
*syt4*	Synaptotagmin IV	7.886233	0.02799
*stox2a*	Storkhead box 2a	1.827619	0.028404

Transcripts enriched in LWS1 cones included those with functions in phototransduction [*gngt2a*, encoding one of the γ subunits of transducin; (Lagman et al., 2015)], circadian rhythms (*per1b*, *cry1bb*), cell adhesion (*plxna1a*, *ephrin-A1a*), and transcriptional regulation (*foxg1a*, *hmgb1b*, *rorcb*) (Table 1 and Datasets 1, 2). 

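Transducin gamma gngt2a is listed as a pair of features. The first (ENSDARG00000010680) had 6074 ± 346 CPM (SD, n = 3) in LWS1 and 2127 ± 359 CPM (SD, n = 3) in LWS2, a log2 fold change of -1.51 (SE 0.165, edgeR FDR = 0.00363), and the second (ENSDARG00000110351) had a log2 fold change of -1.66 (SE 0.260, edgeR FDR = 0.0146). The circadian gene per1b had a log2 fold change of -0.89 (SE 0.266) that did not reach the FDR cutoff (edgeR FDR = 0.146). For cry1bb, which the files list as cry3b, it was -1.77 (SE 0.407, edgeR FDR = 0.0616). Of the transcriptional regulators, hmgb1b had a log2 fold change of -1.57 (SE 0.343, edgeR FDR = 0.0525), rorcb of -1.37 (SE 0.366, edgeR FDR = 0.113) and foxg1a of -2.25 (SE 0.609, edgeR FDR = 0.114). With the replicate block, the edgeR FDR of hmgb1b was 0.00897, of cry3b 0.0204 and of rorcb 0.00365, while per1b and foxg1a stayed above 0.05. For each of these genes, all LWS1 libraries lay above all LWS2 libraries. The cell adhesion genes were not analysed here, since no symbol in the files matched them. Of the 24 genes in Table 1, 15 were matched to 17 features. All 17 had a negative log2 fold change, and 7 features, of 5 genes, passed both cutoffs. Matched genes carry a symbol because the authors called them on these counts, so the shared direction is no independent support.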

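For nrip1a (ENSDARG00000068965), which encodes a protein that interacts with nuclear receptors, the log2 fold change was -1.72 (SE 0.529), and the difference did not reach the FDR cutoff (edgeR FDR = 0.161). With the replicate block it was -1.51 (edgeR FDR = 0.0730). Without the filter on low counts nrip1a was called (edgeR FDR = 0.00656). It was not called with DESeq2 (DESeq2 FDR = 0.0648) or with limma-voom and quality weights (limma FDR = 0.0557). With each library left out in turn, the log2 fold change ranged from -2.10 to -0.92. The thyroid hormone receptor gene thrb had a log2 fold change of -0.14 (SE 0.186, edgeR FDR = 0.784), which turned to 0.01 without LWS1 replicate 2. Counts of thrab were not analysed here.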

Notable LWS1-enriched transcripts included two with functions related to TH signaling (*nrip1a*, *thrab*), which is a powerful regulator of *lws1* vs. *lws2* expression (Mackin et al., 2019). A gene ontology (GO) analysis returned one overrepresented molecular function category (transcription factor binding), and several cellular process categories related to differentiation and neurogenesis (Figure 1D). Transcripts enriched in LWS2 cones also included those with functions in phototransduction (*gngt2b*, *cngb3*), cell adhesion (*adgrl3.1*, *nptna*), and transcriptional regulation related to nuclear hormone signaling (*nr2f2*, *nr4a3*), although none with functions in circadian rhythms (Table 2 and Datasets 1, 2). 

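Transducin gamma gngt2b had 3999 ± 928 CPM (SD, n = 3) in LWS1 and 7877 ± 698 CPM (SD, n = 3) in LWS2. Its log2 fold change of 0.98 (SE 0.185) passed the FDR cutoff (edgeR FDR = 0.0307) and lay just under the fold-change cutoff, which it passed with the replicate block. A cyclic nucleotide-gated channel beta-3-like gene, LOC562466, rose from 87.9 ± 23.3 to 240 ± 46.5 CPM (SD, n = 3 each), a log2 fold change of 1.47 (SE 0.255, edgeR FDR = 0.0216). Of the 50 circadian genes in a fixed list, 7 carried a symbol and were tested, and 0 were called in either direction in the main fit. With the replicate block, cry3b (log2 fold change -1.64, edgeR FDR = 0.0204) and rorcb (-1.36) were called, both higher in LWS1. In the main fit all 7 had negative log2 fold changes and an unadjusted p under 0.05. They carry symbols because the authors called them, so this shows no bias of circadian genes as a group. Of the 12 genes in Table 2, 9 were matched, all 9 had positive log2 fold changes, and 7 passed both cutoffs. The matching depends on the authors' calls here too, so the shared direction is no independent support. Among those 7 were sox4a (log2 fold change 2.58, edgeR FDR = 0.0104), calm1b (1.50, edgeR FDR = 0.0205) and stox2a (2.26, edgeR FDR = 0.0446, and 0.0513 with the replicate block), while ift27 reached 1.33 (edgeR FDR = 0.190). The genes adgrl3.1, nptna and nr4a3 were not analysed here.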

GO analysis of LWS2-enriched transcripts will be discussed below. Therefore, in addition to the divergent λ_max_ of LWS1 vs. LWS2 cones (Chinen et al., 2003), the two populations may have further distinctions in phototransduction kinetics, cell-cell contacts, and transcriptional regulation by nuclear hormone receptors.

Selected transcripts were analyzed from two additional sorting experiments by qPCR. The results from Sort #1 were previously reported, and validated the presence of *opn1lw1*, but absence of *opn1lw2* (along with two *rh2*-type opsin transcripts) in the GFP + (LWS1) cones, and the presence of *opn1lw2*, but absence of *opn1lw1* (along with two *rh2*-type opsin transcripts) in LWS2 cones (Sun et al., 2018b). Sort #2 verified depletion of *gngt2a*, *arr3a*, and *neurod1*, and enrichment of *opn1lw2* and *gngt2b* in LWS2 (RFP +) cones (Supplementary Figure 1). 

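The lws opsin transcripts opn1lw1 and opn1lw2 are each listed as 2 features, and near-identical copies can exchange reads in the counting, so their values are uncertain. Summed over features, opn1lw1 made up 83.1% of the counts of both opsins in LWS1 replicate 1 (95% Wilson interval 82.8 to 83.5), 93.4% in replicate 2 (93.1 to 93.7) and 73.1% in replicate 3 (72.6 to 73.7). In LWS2 replicates 1, 2 and 3 it made up 31.3% (30.9 to 31.7), 21.1% (20.8 to 21.4) and 30.5% (30.2 to 30.9). The mean share was 83.2% ± 10.1 (SD, n = 3) in LWS1 and 27.6% ± 5.69 (SD, n = 3) in LWS2, a difference of 55.6 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). On the scale of a log2 ratio of opn1lw1 to opn1lw2 the difference was 3.93. By feature, opn1lw1 had log2 fold changes of -1.99 (ENSDARG00000115464, SE 0.237, edgeR FDR = 0.00565) and -2.00 (ENSDARG00000044862, SE 0.254, edgeR FDR = 0.00751). The opn1lw2 features had log2 fold changes of 2.07 (ENSDARG00000115709, SE 0.372, edgeR FDR = 0.0254) and 1.35 (ENSDARG00000044861, SE 0.529, edgeR FDR = 0.280), and the second was called with the replicate block (edgeR FDR = 0.0442). With counts summed by symbol, opn1lw2 had a log2 fold change of 1.54 and was not called (edgeR FDR = 0.179). Summed opn1lw1 had -2.00 and was called (edgeR FDR = 0.00595). For arr3a, the log2 fold change was -0.87 (SE 0.177, edgeR FDR = 0.0421).

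**Figure D1:**
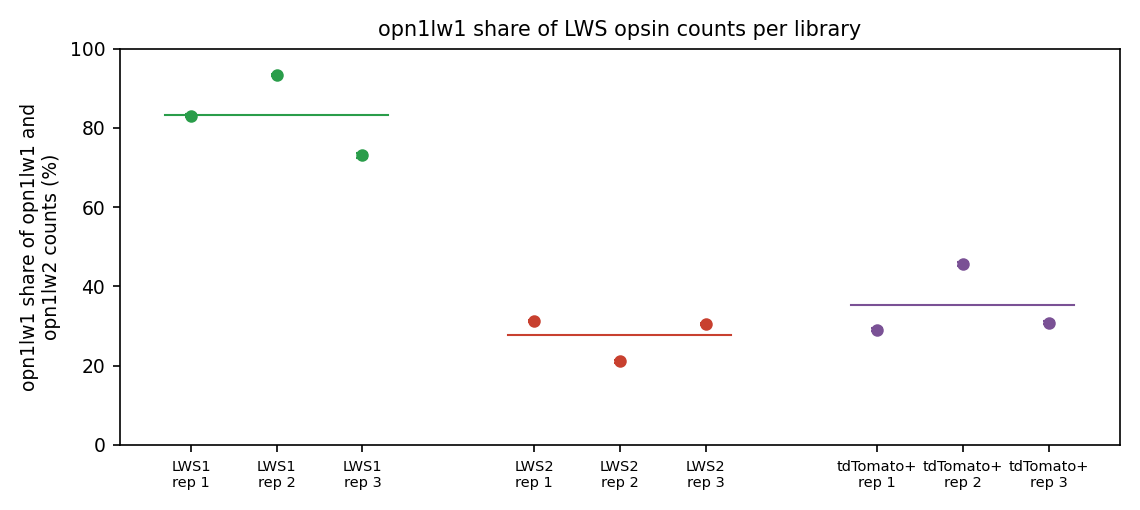
Share of opn1lw1 in the summed counts of opn1lw1 and opn1lw2 (percent, vertical axis) in each LWS1, LWS2 and tdTomato+ library (horizontal axis), with 95% Wilson intervals that are mostly smaller than the points and the mean of each group as a line. The lowest LWS1 library (73.1%) lies above the highest LWS2 library (31.3%).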

Curiously, *opn1lw1* was not detected as DE by either the RNA-Seq analysis, or by qPCR of Sort #2 (Supplementary Figure 1). Although we only rarely observe co-expression of GFP and RFP reporters in adult *lws*:PAC(H) retinas (Tsujimura et al., 2010; Mitchell et al., 2015; Stenkamp et al., 2021), we tested whether co-expression was more common for the native transcripts, using multiplex fluorescence *in situ* hybridization. These studies confirmed that a small fraction of the adult LWS cones indeed express both *lws* transcripts. Further, we note that the fish used for the RNA-Seq studies were sacrificed in the morning, a time of reduced levels of cone opsin transcript expression (Li et al., 2008), perhaps affecting the likelihood of detecting *lws1* as DE.

Another feature of the DE list that represents a possible limitation of the FACS-RNA-Seq approach is the abundance of DE transcripts encoding components of the proteasome (37 of the 185 transcripts enriched in LWS2 cones; Datasets 1, 2). 

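A fixed list held 59 proteasome genes, and 39 of its symbols (66.1%) were matched to 42 features, all of which were tested. Only genes the authors called carry a symbol, so the matched members were not a sample of all proteasome genes, and a set test on them would be void. All 42 features were higher in LWS2 than in LWS1, with log2 fold changes from 0.90 to 4.95 and a median of 1.67. Past both cutoffs were 25 features with 24 symbols, and with the replicate block 30 symbols. Across the 6 fits that left out a library, the median ranged from 1.50 to 1.77, while the called symbols ranged from 0 to 24. The members with the smallest p were psmb6, which rose from 74.3 ± 18.4 to 362 ± 29.4 CPM (SD, n = 3 each; log2 fold change 2.26), psmd13, which rose from 31.6 ± 8.16 to 179 ± 15 CPM (2.46), and psmb1, which rose from 35.5 ± 15 to 247 ± 18.4 CPM (2.73). Each of these had an edgeR FDR of 0.00363.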

Correspondingly, GO analysis returned numerous overrepresented categories, including one KEGG category related to proteasomal function (Supplementary Figure 2A) The “RFP” in *lws*:PAC(H) is dsRedExpress (Tsujimura et al., 2010), which has been noted to mis-fold and/or aggregate (Stenkamp et al., 2021), and engage cell stress pathways (Zhou et al., 2011), and so this is a potential explanation for the enriched presence of proteasome components.

We therefore used an additional FACS-RNA-Seq approach and analysis, to validate our findings and identify more transcripts enriched in LWS1 vs. LWS2 cones. Both types of LWS cones were sorted from *thrb2*:tdTomato transgenic retinas, using the strategy reported in Sun et al. (2018b); (Supplementary Figures 2B, C). 

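From thrb2:tdTomato fish, in which tdTomato marks LWS cones of both types, 3 libraries of tdTomato+ cones were used, together with 3 libraries of tdTomato- retinal cells from the same line. The authors processed these reads like those of the lws:PAC(H) libraries and deposited the counts beside them. Total counts in replicates 1, 2 and 3 were 2784878, 2863183 and 2033038 for tdTomato+, and 3 counts corresponded to 6.53, 0.941 and 1.37 CPM in those of tdTomato-. Counts on the 13 mitochondrial protein-coding genes took 22.0%, 71.7% and 41.2% of the tdTomato+ totals, which left 2172682, 811282 and 1194761 counts for all other genes. Each lws:PAC(H) group was compared with tdTomato+ alone, after the same filter, normalization, test and cutoffs as above. The lines were sorted on different fluorophores, so the line and the cell population cannot be told apart in these comparisons. Deviations from the group means correlated at 0.001 between same-numbered LWS1 and tdTomato+ libraries and at 0.109 between same-numbered LWS2 and tdTomato+ libraries. As a check on the sort, thrb had 738 ± 300 CPM (SD, n = 3) in tdTomato+ cells and 36.0 ± 31.3 CPM (SD, n = 3) in tdTomato- cells, a log2 fold change of 4.28 (SE 0.679, edgeR FDR = 0.0189). A thrb promoter drives the reporter, so this does not measure purity. The rod gene rho took 0.584% to 1.39% of non-mitochondrial counts in tdTomato+ libraries, against 0.189% to 0.456% in lws:PAC(H) libraries. In LWS2 vs tdTomato+ all 3 other cone opsins tested were lower, and opn1sw1 was called (log2 fold change -2.71, edgeR FDR = 0.0320). Muller glia genes went the other way in LWS1, with all 7 higher than in tdTomato+. Reads from other cells may thus differ between the groups.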

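Between LWS1 and tdTomato+ libraries, 7214 features were tested, of which 1 was higher in LWS1 and 0 were lower. At an unadjusted p under 0.05 there were 388 features, where chance gives 360.7. The single call, ENSDARG00000076264, has no symbol in the files and had 0 counts in every tdTomato+ library, at least 32.5-fold higher in LWS1 against the floor (edgeR FDR = 0.00611). Leaving out the filter on low counts raised these numbers most, to 78 higher and 30 lower. Between LWS2 and tdTomato+ libraries, 9598 features were tested, of which 68 were higher in LWS2 and 13 were lower, and 963 had an unadjusted p under 0.05. With the replicate block, 129 were higher and 56 lower, and all 68 and all 13 were among them. The largest increases in LWS2 were in ENSDARG00000076264 (at least 45.1-fold), phlda3 (at least 23.3-fold) and arf3a (at least 14.0-fold), each with 0 counts in every tdTomato+ library. The largest decreases were in ENSDARG00000111996 (at least 11.9-fold lower, with 0 counts in every LWS2 library), ENSDARG00000086418 (log2 fold change -4.23, edgeR FDR = 0.0249) and si:ch211-281l24.3 (log2 fold change -4.12, edgeR FDR = 0.0320). Of the features matched to the paper's Dataset 3, 0 of 78 listed for LWS1 passed both cutoffs, with 60 at an unadjusted p under 0.05, and 41 of 99 listed for LWS2 did.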

Subsequent RNA-Seq (GEO upload in progress) and DE analyses using the *thrb2*:tdTomato transcripts vs. the *lws1*:GFP or *lws2*:RFP transcripts returned lists of transcripts DE in LWS1 cones vs. all LWS cones, and in LWS2 cones vs. all LWS cones (Dataset 3 and Supplementary Figure 2D). 

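Against tdTomato+ libraries, all 42 matched proteasome features were higher in LWS2, with a median log2 fold change of 1.60 and a range from 0.82 to 3.86, and 14 passed both cutoffs. By contrast, in LWS1 against tdTomato+ libraries 39 were tested, of which 22 had positive and 17 negative log2 fold changes, with a median of 0.03. None passed both cutoffs (0 features). Leave-one-out medians ranged from 1.52 to 2.00 for LWS2 and from -0.11 to 0.27 for LWS1. Smallest in p among the members in LWS2 were psme1, with a log2 fold change of 3.86 (SE 0.476, edgeR FDR = 0.0154), and psma4, with 2.29 (SE 0.288, edgeR FDR = 0.0154). In the paper's Dataset 3, 31 symbols listed for LWS2 begin with psm.

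**Figure D2:**
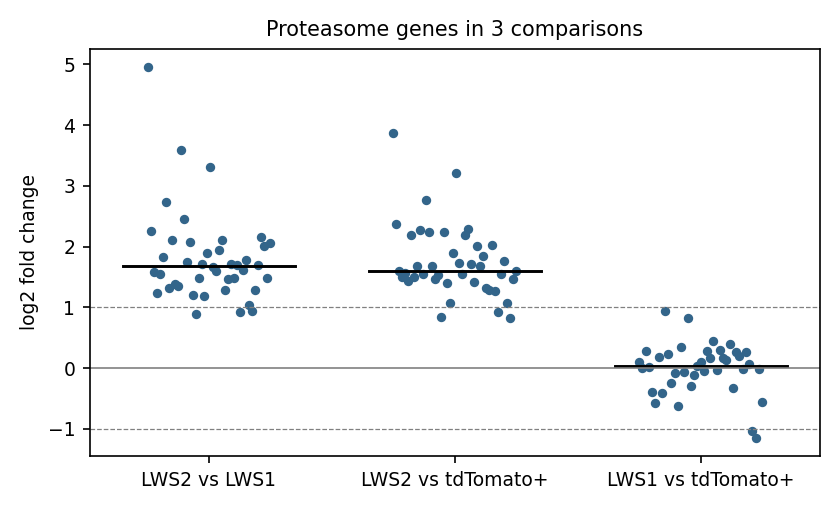
Log2 fold changes (vertical axis) of the matched proteasome features in LWS2 vs LWS1, LWS2 vs tdTomato+ and LWS1 vs tdTomato+ (horizontal axis). Each point is a feature, horizontal bars are medians (1.67, 1.60 and 0.03), the grey line marks no change and dashed lines mark an absolute fold change of 2, with all points of the first 2 comparisons above 0.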

Not surprisingly, the list of transcripts enriched in LWS2 cones vs. all LWS cones was dominated by components of the proteasome; however, both lists contained transcripts identified in the prior analysis as DE, and also returned some novel findings. The additional dataset is also publicly available (GEO accession # GSE232902) (see text footnote 3).

### 3.2. Transcriptome analysis of LWS1 vs. LWS2 Cones: scRNA-Seq

As a further means to assess transcriptional distinctions between LWS1 and LWS2 cones, we used scRNA-Seq of WT adult zebrafish retinas. TSNE plotting identified 16 distinct clusters from dissociated retinal cells (Figure 2A), with cone identity assigned to cluster#5, based upon expression of known cone transcripts: opsin markers, *gnat2*, and *pde6c*. Within this cluster, individual cells could be identified based upon expression of *opn1lw1* (94 cells) or *opn1lw2* (199 cells) (Figure 2B). These cells were localized in the TSNE space near each other, and some *lws2* transcript was present in some LWS1 cones, suggesting that cones co-expressing *lws1* and *lws2* were sampled in this study (Figure 2). All transcripts identified within these cones included 573 in the *lws1* + cells (31 unique to *lws1* +), and 886 in the *lws2* + cones (13 unique to *lws2* +) (Dataset 4). The scRNA-Seq dataset is publicly accessible (GEO accession #GSE234661).^4^

**FIGURE 2:**
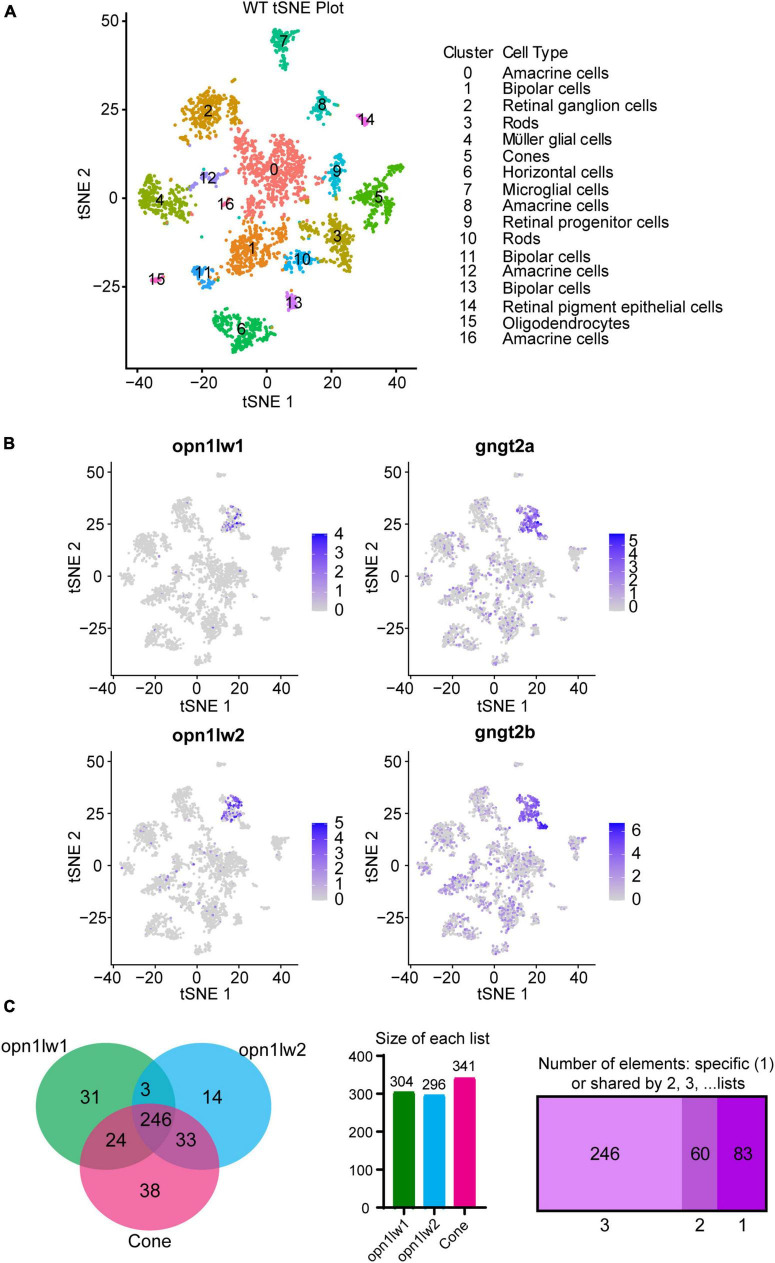
Single cell RNA-Seq and interrogation for transcripts enriched in LWS1 vs. LWS2 cones. **(A)** Visualization of scRNA-Seq output using t-distributed stochastic neighbor embedding (TSNE) plots. Colors of plotted symbols correspond to retinal cell types as predicted by gene expression. **(B)** Expression of *lws1* (*opn1lw1*), *lws2* (*opnlw2*), *gngt2a*, and *gngt2b* predominantly within the cone cluster of the TSNE plot. There is very little coincidence in *lws1* vs. *lws2* expression in individual cones, but greater coincidence for *gngt2a* and *gngt2b*. **(C)** Venn diagram of genes specifically expressed by LWS1 cones, LWS2 cones, and the overall cone population. scRNA-Seq was able to identify transcripts unique to each LWS cone subtype as well as those common to both. Individual lists of transcripts within each space of the Venn diagram are provided as Dataset 4.

A DE analysis of *lws1* + cells vs. *lws1*- cells of the scRNA-Seq results provided another means of identifying transcripts enriched in LWS1 cones vs. other retinal cell types (Dataset 4). Transcripts enriched in LWS1 cones included many identified by the bulk RNA-Seq approach, such as *gngt2a*, *arr3a*, and *ablim3*, as well as those not in the bulk RNA-Seq DE lists, including *aanat21* and *si:busm1-57f23.11* (Figure 2C and Dataset 4). Transcripts enriched in LWS2 cones vs. other retinal cell types included *gngt2b*, *thrb1*, and *six7*. The most consistently identified DE transcripts in LWS1 vs. LWS2 cones, using both approaches, were the two paralogs encoding γ subunits of cone transducin, with *gngt2a* enriched in LWS1 cones, and *gngt2b* enriched in LWS2 cones. Known expression patterns of these paralogs appeared to support some degree of cone subtype specificity, with *gngt2a* found in ventral/peripheral retina, and *gngt2b* found in dorsal/central larval retina (Lagman et al., 2015), patterns shown to reflect those of *lws1* and *lws2*, respectively (Takechi and Kawamura, 2005; Tsujimura et al., 2010; Ogawa and Corbo, 2021). The mapping of *gngt2a* and *gngt2b* paralogs on the TSNE graph also suggested coordinated co-expression of these transcripts within specific LWS cone subtypes, although the *gngt2*s were also more broadly associated with other retinal cell type clusters (Figure 2B).

We wished to further evaluate potential DE transcripts through curating a “short list” to prioritize for additional study (Table 3). Transcripts were prioritized based upon (1) appearing in more than one DE list; (2) evidence in the literature (or in the ZFIN database) of expression patterns consistent with DE in LWS1 vs. LWS2 cones; (3) levels of expression in the bulk RNA-Seq dataset suggesting the transcript would be detectable by *in situ* hybridization; (4) potential cone-specific functional relevance (phototransduction, circadian rhythm, cell adhesion); and (5) potential relevance in regulation of *lws1* vs. *lws2* expression (nuclear hormone signaling) (Mitchell et al., 2015; Mackin et al., 2019). We noted that *si:busm1-57f23.1* within our short list, was also detected as significantly downregulated in a zebrafish *thrb* mutant (Volkov et al., 2020). We reasoned that other DE transcripts identified in *thrb-/-* vs. WT in this previous study may also be DE in LWS1 vs. LWS2 cones, and so added these to the short list.

**TABLE 3:** Curated “short list” of transcripts DE in LWS1 (vs. LWS2) or LWS2 (vs. LWS1) prioritized for further study.

Name	Subtype enriched	Predicted/Known function	Data predicting enrichment
*gngt2a*	LWS1	Phototransduction	Dataset 1, 4
*gngt2b*	LWS2	Phototransduction	Dataset 1, 2, 4
*nrip1a*	LWS1	Nuclear receptor interacting	Dataset 1
*nr2f2*	LWS2	Nuclear receptor	Dataset 1, 2
*vax1*	LWS1	Transcription factor	Dataset 1
*vax2*	LWS1	Transcription factor	Dataset 1
*si:busm1*	LWS1	Endopeptidase inhibitor	Dataset 4
*cry3a*	LWS1	Circadian rhythm	Dataset 4
*six7*	LWS1	Transcription factor	Dataset 1, 4
*irbp*	LWS2	Retinoid binding	Dataset 1
*rbp41*	LWS2	Retinoid binding	Dataset 1, 4
*sox4a*	LWS2	Transcription factor	Dataset 1
*dio3b*	LWS1	TH inactivator	Dataset 1, 2, 4

### 3.3. Expression analysis of LWS1-enriched and LWS2-enriched transcripts in adult retinas

We selected eight of these transcripts (Table 2; LWS1-enriched: *gngt2a*, *nrip1a*, *vax1*, *vax2*, *si:busm1*, *cry3a*. LWS2-enriched: *gngt2b*, *nr2f2*) to test two hypotheses: (1) LWS1 and LWS2 cones are functionally distinct (already supported by the outcomes of the RNA-Seq analyses); and (2) multiple genes are coordinately regulated in LWS cones by thyroid hormone. We also wished to use these transcripts to evaluate heterogeneity within the LWS cone subtypes, as such heterogeneity was noted by Aramaki et al. (2022) for M opsin dominant vs. S opsin dominant cone types in mouse. Our initial approach was to focus upon the first hypothesis by evaluating expression patterns of these transcripts in whole adult wild-type retinas using multiplex *in situs*.

#### 3.3.1. gngt2a and gngt2b

The genes *gngt2a* and *gngt2b* are paralogous and encode gamma subunits of the heterotrimeric g-protein transducin, an essential part of the phototransduction cascade (Lagman et al., 2015). Previous studies have shown that the expression domains of *gngt2a* and *gngt2b* correspond with the expression domains of *lws1* and *lws2*, respectively (Takechi and Kawamura, 2005; Ogawa and Corbo, 2021). Consistent with these studies, our RNA-Seq data show that *gngt2a* is enriched in LWS1 cones and *gngt2b* is enriched in LWS2 cones (Tables 1, 2 and Datasets 1, 2, 4). 

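By library, the first gngt2a feature (ENSDARG00000010680) had 5880, 5868 and 6473 CPM in LWS1 replicates 1, 2 and 3, and 2540, 1901 and 1939 CPM in LWS2. The gngt2b feature had 3672, 3279 and 5046 CPM in LWS1 and 8600, 7824 and 7207 CPM in LWS2. Set against tdTomato+ cones, which hold both LWS types, gngt2a in LWS1 had log2 fold changes of 1.23 (SE 0.436, edgeR FDR = 0.690) and 1.19 (SE 0.392, edgeR FDR = 0.626) for its features, and gngt2b of -1.23 (SE 0.408, edgeR FDR = 0.631). In LWS2 against tdTomato+, gngt2a had log2 fold changes of -0.29 (SE 0.407, edgeR FDR = 0.882) and -0.48 (SE 0.329, edgeR FDR = 0.677), and gngt2b of -0.24 (SE 0.359, edgeR FDR = 0.886). None of these differences from tdTomato+ cones reached the FDR cutoff, and the -0.29 changed sign in a fit that left out a library (0.0027).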

While the majority of *gngt2a* and *gngt2b* expressing cones are found within zones of *lws1* and *lws2* expression, respectively, multiplex fluorescence in situs of whole mounted adult retinas show expression of *gngt2a* and (to a lesser extent) *gngt2b* beyond their respective corresponding *lws* domains (Figures 3A’, 4A’). The expression domain of *gngt2a* was particularly widespread, including nearly the entirety of the retina, although the fluorescence signal appeared stronger in ventral retina (Figure 3A’). The images also show expression of both *gngt2a* and *gngt2b* in non-LWS cones (Figures 3D, 4D). Interestingly, the morphology and position of some of the *gngt2b*-expressing non-LWS cones suggests they may be UV (*sws1*-expressing) cones, as these cells are short, single cones (Figure 4D).

**FIGURE 3:**
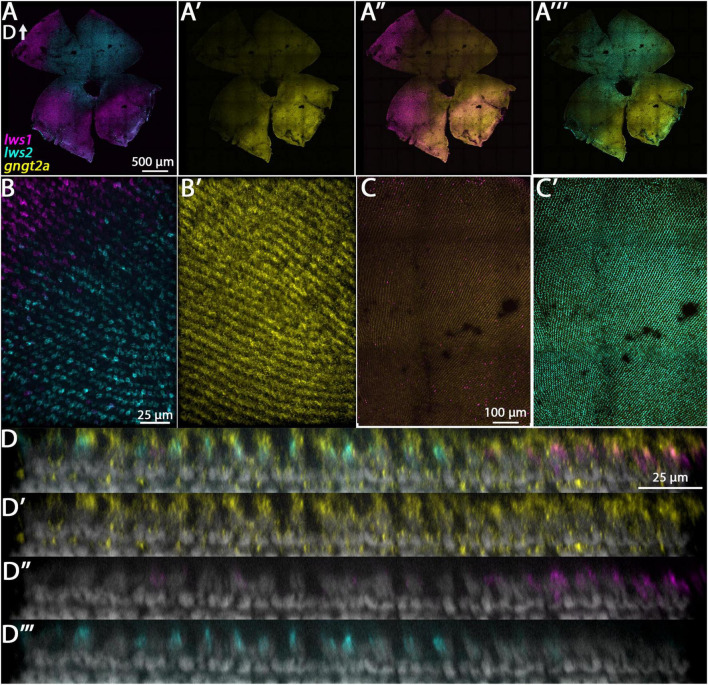
Expression of *gngt2a* in adult wildtype zebrafish retina using multiplex fluorescence *in situ* hybridization chain reaction (HCR). **(A)** Expression of *lws1* (magenta) and *lws2* (cyan) in a representative whole retina (D, dorsal). **(A’)** Expression of *gngt2a* (yellow) in the same preparation, showing that signal intensity appears greatest in the *lws1*-expressing domain, but signal is not confined to this domain. **(A”)** *gngt2a* and *lws1*. **(A”’)** *gngt2a* and *lws2*. **(B)** 40x image of *lws1* and *lws2* expression in a region of transition from *lws1* to *lws2*. **(B’)** 40x image of *gngt2a* expression in the same region, indicating *gngt2a* is not restricted to *lws1*-expressing cones, nor to LWS cones in general. **(C)** Selected enlarged region of **(A”)** showing *gngt2a* and *lws1*. **(D)** Same region showing *gngt2a* and *lws2*. **(D–D”’)** Resliced orthogonal projections of **(B)**. **(D)** All imaging channels merged. **(D’)** DAPI and *gngt2a.* **(D”)** DAPI and *lws1*. **(D”’)** DAPI and *lws2. gngt2a* is co-expressed by *lws1* + and *lws2* + cones, as well as in non-LWS cones. Sample size = 2.

**FIGURE 4:**
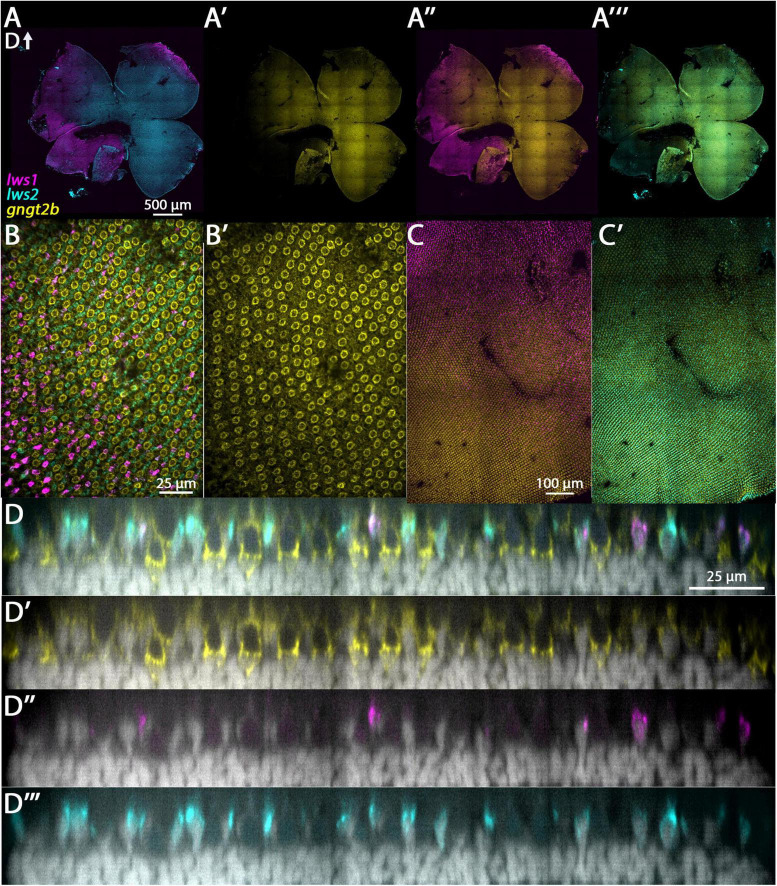
Expression of *gngt2b* in adult wildtype zebrafish retina using HCR. **(A)** Expression of *lws1* (magenta) and *lws2* (cyan) in a representative whole retina. **(A’)** Expression of *gngt2b* (yellow) in the same preparation, showing that signal intensity appears greatest in the *lws2*-expressing domain. **(A”)** *gngt2b* and *lws1*. **(A”’)** *gngt2b* and *lws2*. **(B)** 40x image of *lws1*, *lws2*, and *gngt2b* expression in a region of transition from *lws1* to *lws2*, indicating *gngt2b* and *lws2* co-expression, and *gngt2b* expression in other populations of photoreceptors. **(B’)** 40x image of *gngt2b* expression, highlighting distinct subcellular expression domains of *gngt2b*. **(C)** Selected enlarged region (transition zone) of **(A”)** - *gngt2b* and *lws1*. **(D)** Same region showing *gngt2b* and *lws2*. **(D–D”’)** Resliced orthogonal projections of panel **(B)**. **(D)** All imaging channels merged. **(D’)** DAPI and *gngt2b.* **(D”)** DAPI and *lws1*. **(D”’)** DAPI and *lws2.* D, dorsal. Samples size = 2.

#### 3.3.2. nrip1a and nr2f2

The protein encoded by *nrip1a* is predicted to interact with nuclear hormone receptors (O’Leary et al., 2016; Grasedieck et al., 2022), and is expressed in the anterior nervous system of zebrafish embryos (Thisse and Thisse, 2008). 

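Normalized nrip1a counts were 110.6, 25.3 and 47.0 CPM in LWS1 replicates 1, 2 and 3, and 25.4, 12.5 and 18.9 CPM in LWS2 replicates 1, 2 and 3. Their means were 61.0 ± 44.3 (SD, n = 3) and 18.9 ± 6.44 (SD, n = 3). In each pair of libraries with the same replicate number the LWS1 library was higher, and across numbers LWS1 replicate 2 lay just below LWS2 replicate 1.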

The bulk RNA-Seq of sorted LWS1 vs. LWS2 cones, and the analysis of the scRNA-Seq output, indicated that *nrip1a* transcript is enriched in LWS1 cones (Table 1 and Datasets 1, 4). Multiplex in situs of adult whole retinas instead show widespread expression of *nrip1a* across the retina, without a ventrally-biased pattern, as would be predicted from the bulk-RNA-Seq (Figure 5A’). The *nrip1a* transcript is indeed present in LWS cones of both types, and also in non-LWS cones (Figure 5C). *Nrip1a* also appears to be expressed in cells of other retinal layers (Figure 5C). *Nr2f2* encodes a nuclear hormone receptor with several known patterning roles within the nervous system and other organs (Barske et al., 2018), and is expressed within the photoreceptor layer of zebrafish embryos (Thisse and Thisse, 2008). 

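Counts of nr2f2 (ENSDARG00000040926) were 29.9, 24.2 and 30.1 CPM in LWS1 replicates 1, 2 and 3, and 159, 87.2 and 117 CPM in LWS2. All LWS2 libraries lay above all LWS1 libraries, with means of 121 ± 35.9 (SD, n = 3) and 28.1 ± 3.33 (SD, n = 3). The log2 fold change was 2.10 (SE 0.308, edgeR FDR = 0.0109), and 2.09 with the replicate block (edgeR FDR = 0.00365). Leaving out single libraries gave log2 fold changes from 1.87 to 2.29, and nr2f2 was called in 4 of these 6 fits.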

Our bulk RNA-Seq and scRNA-Seq results indicate that *nr2f2* transcript is enriched in LWS2 cones (Table 2 and Datasets 1, 2). Multiplex in situs of adult whole retina show a very slight bias in the *nr2f2* expression domain toward the dorsal half of the retina (Figure 5A), similar to the *lws2* expression domain but with a less abrupt transition (Figure 5D’). Further, our results show *nr2f2* is expressed in LWS cones (both LWS1 and LWS2) as well as in some cells of the INL having positions consistent with the identity of amacrine cells (Figure 5F).

**FIGURE 5:**
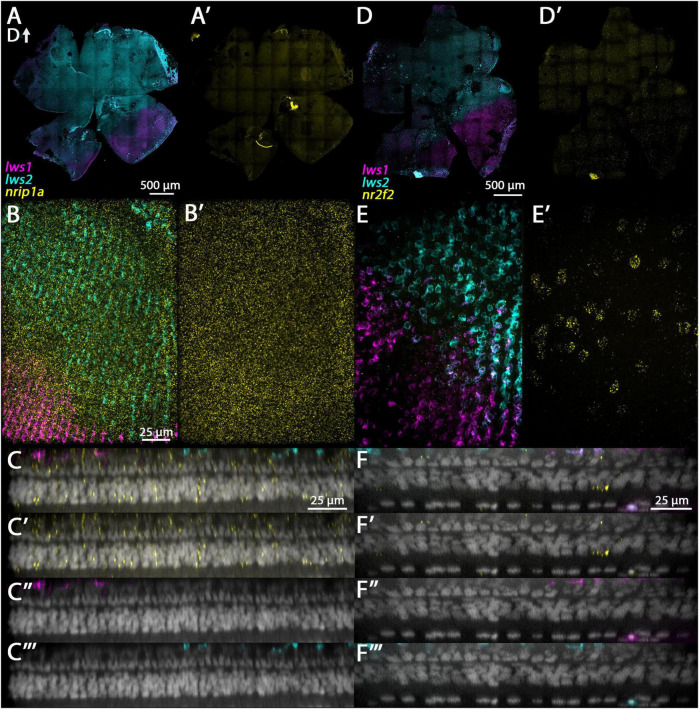
Expression of *nrip1a* and *nr2f2* in adult zebrafish retina. **(A–C”’)** *nrip1a*. **(D–F”’)** *nr2f2*. **(A)** Expression of *lws1* (magenta) and *lws2* (cyan) in a representative whole retina. **(A’)** *nrip1a* expression (yellow) in the same preparation, showing pan-retinal expression. **(B)** 40x image of *lws1*, *lws2*, and *nrip1a* expression in a region of *lws1* to *lws2* transition. **(B’)** *nrip1a* alone, in same region. C-C”’) Resliced orthogonal projection of panel **(B)**. **(C)** All imaging channels merged. **(C’)** DAPI and *nrip1a*. **(C”)** DAPI and *lws1.* **(C”’)** DAPI and *lws2.* **(D)** Expression of *lws1* (magenta) and *lws2* (cyan) in a representative whole retina. D’) *nr2f2* expression (yellow), showing slight bias in signal intensity toward dorsal retina. **(E)** 40x image of *lws1*, *lws2*, and *nr2f2* expression in a region of *lws1* to *lws2* transition, at the level of cone inner segments. Scale same as in panel **(B)**. **(E’)** *nr2f2* alone, in the same region, at the level of the deep INL. **(F–F”’)** Resliced orthogonal projection of panels **(E,F)** All imaging channels merged. **(F’)** DAPI and *nr2f2*. **(F”)** DAPI and *lws1.* **(F”’)** DAPI and *lws2.* D, dorsal. Sample size = 2.

#### 3.3.3. vax1 and vax2

These genes encode transcription factors needed for optic cup morphogenesis and closure of the choroid fissure (Take-uchi et al., 2003) and are expressed in ventral regions of the embryonic zebrafish retina (Holly et al., 2014; Richardson et al., 2019). Our bulk and scRNA-Seq data indicate that *vax1* is enriched in LWS1 cones (Table 1 and Dataset 1). Multiplex *in situ* of adult zebrafish retinas verify that its expression domain is restricted to the ventral portion of the retina (Figure 6A’). Interestingly, the *vax1* and *lws1* expression domains were very similar (Figures 6A’, D’). Resliced orthogonal projections show *vax1* expression in cells of the photoreceptor layer, including LWS1 cones, INL, and some cells of the GCL, with strongest signal localized to the INL (Figure 6C). *Vax2* transcripts are also present in LWS1 cones, though not significantly enriched, based upon the output of our RNA-Seq analyses (Table 1 and Dataset 1) [see also (Ogawa and Corbo, 2021)]. Whole mounted retinas processed for multiplex in situs show its expression is limited to a ventral portion of the retina (Figure 6D’). Orthogonal views reveal expression of *vax2* in cells of the photoreceptor layer, including LWS1 cones, the INL, and the GCL, with most of the expression in the INL and GCL (Figure 6F).

**FIGURE 6:**
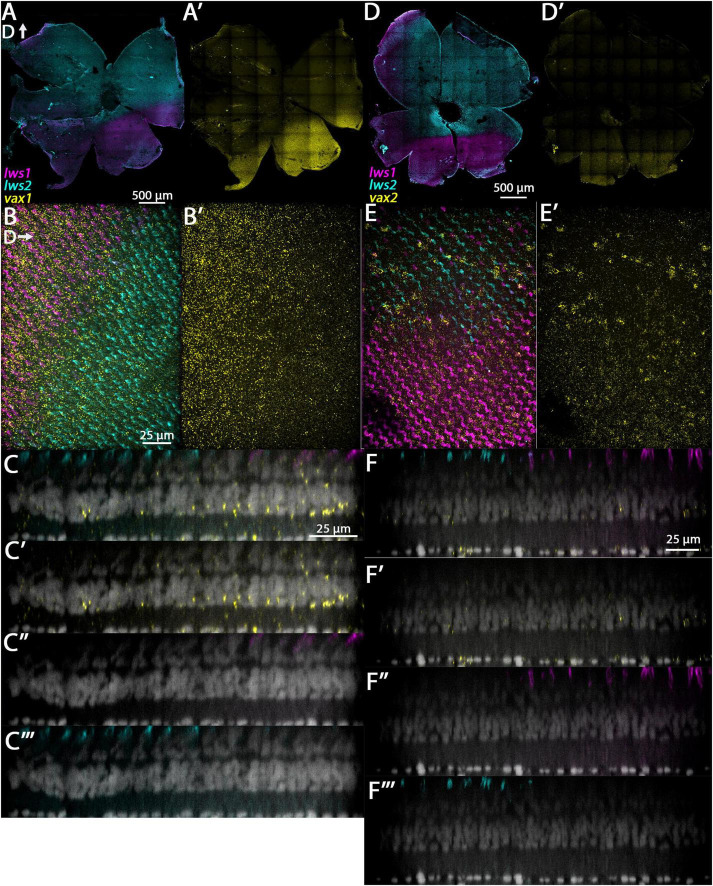
Expression of *vax1* and *vax2* in adult zebrafish retina. **(A–C”’)** *vax1*. **(D–F”’)** *vax2*. **(A)** Expression of *lws1* (magenta) and *lws2* (cyan) in a representative whole retina. **(A’)** *vax1* expression (yellow) in the same preparation, showing expression restricted to the *lws1*-expressing domain. **(B)** 40x image of *lws1*, *lws2*, and *vax1* expression, in a region of *lws1* to *lws2* transition; orientation of panels **(B,B’)** are such that dorsal is to the right. **(B’)** 40x image of *vax1* alone, showing transition to *vax1* domain is less abrupt than the transition to the *lws1* domain. **(C–C”’)** Resliced orthogonal projections of panel **(B)**. **(C)** All imaging channels merged. **(C’)** DAPI and *vax1*. **(C”)** DAPI and *lws1.* **(C”’)** DAPI and *lws2.* **(D)** Expression of *lws1* (magenta) and *lws2* (cyan) in a representative whole retina. **(D’)** *vax2* expression (yellow) in the same preparation, showing expression restricted to the *lws1*-expressing domain. **(E)** 40x image of *lws1*, *lws2*, and *vax2* expression, in a region of *lws1* to *lws2* transition. **(E’)** 40x image of *vax2* alone in the same region, showing transition to *vax1* domain is less abrupt than the transition to the *lws1* domain. **(F–F”’)** Resliced orthogonal projections of panel **(E)**. **(F)** All imaging channels merged. **(F’)** DAPI and *nr2f2*. **(F”)** DAPI and *lws1.* **(F”’)** DAPI and *lws2.* D, dorsal. Sample size = 2.

#### 3.3.4. si:busm1-57f23.1

The gene *si:busm1-57f23.1* encodes a protein that is predicted to be a secreted endopeptidase inhibitor (O’Leary et al., 2016), and in zebrafish embryos transcript is expressed in the photoreceptor layer of the retina (Hartmeyer et al., 2004). Transcripts are predicted to be highly enriched in LWS cones of adult zebrafish, since a *thrb* mutant lacking LWS cones displays very low levels of expression in comparison with wildtype (Volkov et al., 2020). Our scRNA-Seq results expand on this information, suggesting that this gene is more highly expressed in LWS1 cones than in LWS2 cones (Dataset 4). While multiplex *in situ* images do not show an obvious bias in expression domain toward the LWS1 domain (Figure 7A’), they confirm the presence of *si:busm1-57f23.1* transcript in cones (LWS cones and potentially some non-LWS cones; Figure 7C). This gene also appears to be sporadically expressed by some cells of the INL, possibly amacrine cells (Figure 7C).

**FIGURE 7:**
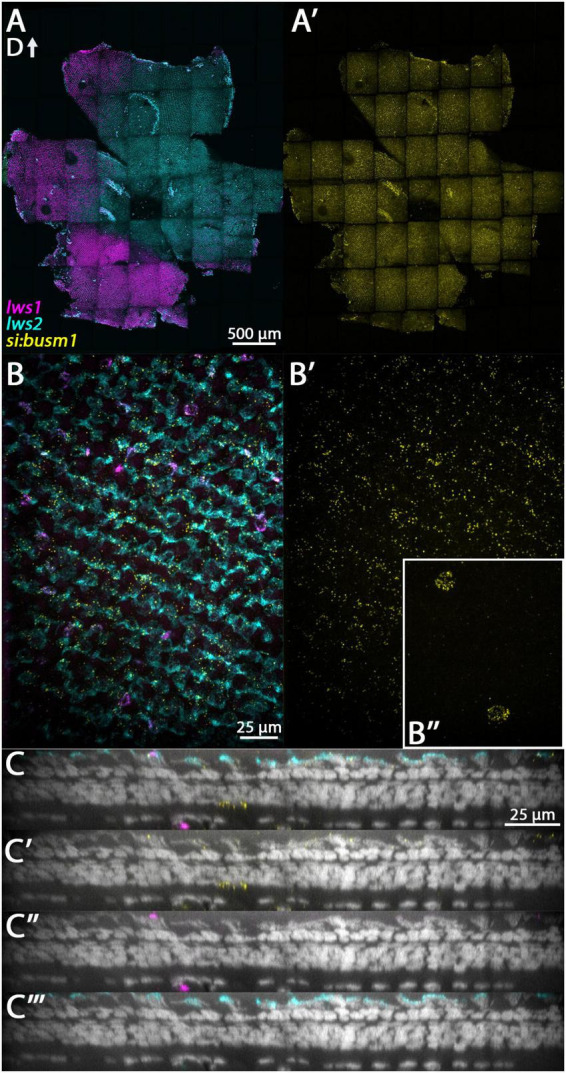
Expression of *si:busm1* in adult zebrafish retina. **(A)** Expression of *lws1* (magenta) and *lws2* (cyan) in a representative whole retina. **(A’)** *si:busm1* expression (yellow) in the same preparation showing pan-retinal expression. **(B)** 40x image of *lws1*, *lws2*, and *si:busm1* expression in a region of *lws1* to *lws2* transition. **(B’)** 40x image of *si:busm1* alone. Inset continues the field of view but at the level of the boundary between the inner nuclear layer and inner plexiform layer. **(C–C”’)** Resliced orthogonal projections of panel **(B)**. **(C)** All imaging channels merged. **(C’)** DAPI and *si:busm1*. **(C”)** DAPI and *lws1.* **(C”’)** DAPI and *lws2.* D, dorsal. Sample size = 2.

#### 3.3.5. cry3a

*Cry3a* encodes a cryptochrome circadian regulator, is expressed within the embryonic zebrafish retina (Tsai et al., 2020), and is indicated by scRNA-Seq dataset to be enriched within LWS1 cones vs. LWS2 cones (Dataset 4). Images of adult retina multiplex in situs show this gene is diffusely expressed in the adult zebrafish retina and is present in all retinal layers (Supplementary Figure 3).

In summary, multiplex *in situ* hybridization supported the findings from the bulk and scRNA-Seq indicating that the eight transcripts evaluated were indeed expressed in LWS cones. Further, the in situs supported that *gngt2a*, *vax1*, and *vax2*, but not *nrip1a*, *si:busm1-57f23.1*, and *cry3a* are enriched in LWS1 vs. LWS2 cones, and that *gngt2b* and *nr2f2* are enriched in LWS2 vs. LWS1 cones. Thus, we find further support for the hypothesis that LWS1 cones are transcriptionally distinct from LWS2 cones. In addition, we also observe considerable heterogeneity within these two populations in expression of the predicted enriched transcripts.

### 3.4. Analysis of TH-mediated regulation of LWS1-enriched and LWS2-enriched transcripts

We next used a TH treatment protocol demonstrated to increase *lws1* at the expense of *lws2*, in individual cones (Mackin et al., 2019), to evaluate the response of the eight transcripts to TH, thereby testing our second hypothesis. This protocol involved treatment of zebrafish embryos at 48 hpf with 100 nM T3, or the DMSO vehicle, and collecting whole larvae at 96 hpf for measurement of relative abundance of transcript (qPCR) and changes in expression pattern (multiplex fluorescence *in situ*) as the experimental endpoints.

#### 3.4 1. gngt2a and gngt2b

The pattern of expression of *gngt2a* in control, 96 hpf whole eyes appeared largely localized to the photoreceptor layer within ventral retina [Figure 8 (Lagman et al., 2015)], distinct from the results from adult retina (Figure 3). Multiplex *in situ* hybridization using probe sets targeting *gngt2a*, *lws1*, and *lws2*, revealed that many cells in this layer and region expressed *gngt2a*, including those that were *lws1* + and those that were *lws2* + (Figures 8A, C, E). Therefore, although *gngt2a* was consistently detected as enriched in adult *lws1* + vs. *lws2* + cones, the patterns of *gngt2a* and *lws1* at larval stages did not precisely align (Figure 8A). Larval eyes that had been treated with 100 nM T3 showed dorsally expanded domains of *gngt2a* expression, along with dorsally expanded domains of *lws1* and restricted domains of *lws2* (Mackin et al., 2019; Figures 8B, D, F). qPCR, however, showed no difference between treatment groups for relative abundance of *gngt2a* (Figure 8H, *p* = 0.0967). Further, quantitative fluorescence analysis showed no difference between treatment groups (Figure 8I, *p* = 0.454). Interestingly, however, the presence of *gngt2a* expression in the dorsal portion of the eye was significantly more likely to be found in T3 treated eyes (Figure 8J, *p* = 0.013). Therefore, it is likely that the expansion of the expression domain, despite being consistent and obvious, did not alter the average amount of *gngt2a* transcript in the whole eye. In total, *lws1* and LWS1 cone-enriched transcript *gngt2a* both appear to be upregulated, but to different degrees and in not exactly the same domains. This suggests that *lws1* and *gngt2a* are regulated in some way by TH but not in a precisely coordinated manner.

**FIGURE 8:**
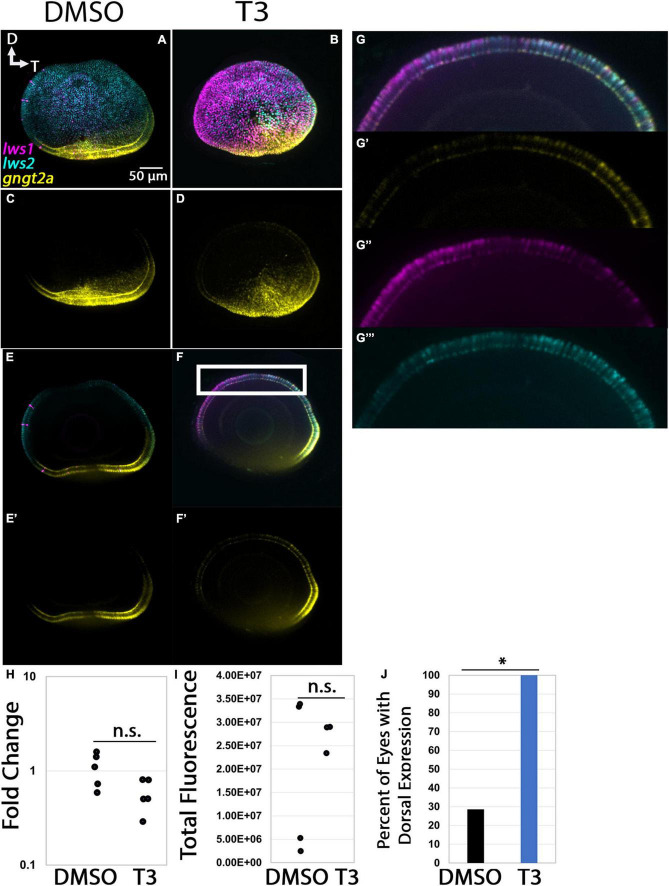
Expression of *gngt2a* in control (DMSO) and TH-treated (T3) larval zebrafish. **(A–D)** Projections of representative whole, imaged eyes. Note reduced expression domain of *lws2* (cyan), and expanded expression domains of *lws1* (magenta) and *gngt2a* (yellow) in T3-treated **(B,D)** vs. controls **(A,C)**; expanded domains do not appear to align, however, **(E–F’)** Single z slices obtained from the same preparations. **(G–G”’)** Enlarged images of region within box in pane **(F)**. **(G)** All imaging channels merged. **(G’)** *gngt2a*. **(G”)** *lws1.* **(G”’)** *lws2.* **(H)** qPCR quantification of *gngt2a* transcript abundance in pooled samples of whole larvae, *n* = 5 biological replicates per condition, *p* = 0.0967. **(I)** 3D fluorescence intensity quantification, *n* = 3 embryos per condition. **(J)** percent of eyes with expression of *gngt2a* in dorsal retina, *n* = 7 (DMSO), 5 (T3), *p* = 0.013. (proportion test). D, dorsal; T, temporal. *, *p* < 0.05; n.s., not significant.

The expression domain of *gngt2b* in 96 hpf whole eyes also appeared localized to photoreceptors, but more widespread than that of *gngt2a*, and excluded from ventral retina [Figures 9A, C (Lagman et al., 2015)], similar to what we observed in adult retina (Figure 4). Many cones co-expressed *lws2* and *gngt2b*, although there were also many *gngt2b* + cells that were not *lws2* + (Figure 9E). The *gngt2b* domain was slightly reduced as a proportion of the eye in comparison with the *lws2* domain, but shared general pattern characteristics. These findings are consistent with the DE analyses of adult LWS1 vs. LWS2 cones. Eyes of larvae treated with T3, somewhat surprisingly, showed no reduction in size of the *gngt2b* expression domain (Figures 9D–G). The fluorescence intensity, however, significantly decreased in the T3 condition, as did transcript abundance reported by qPCR (Figures 9H, I, *p* = 3.159E-05, 0.0191). The size of the *lws2* domain was reduced, and that of the *lws1* domain was enlarged, as expected [Figure 9B; (Mackin et al., 2019)], providing an internal control that the treatment was effective. Whole larval tissues analyzed by qPCR, and whole mounted eyes analyzed by quantitative fluorescence showed increased *lws1* due to T3 treatment (Figures 9H, I). Collectively, these findings support the hypothesis that exogenous TH controls *lws1*, *lws2*, *gngt2a*, and *gngt2b* expression, but not in a topographically, and/or temporally coordinated manner.

**FIGURE 9:**
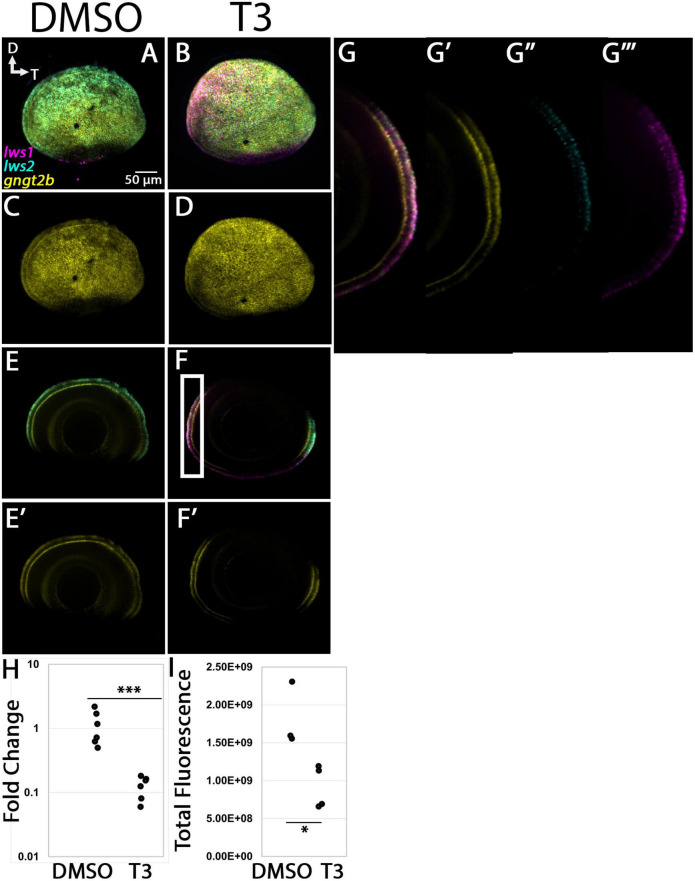
Expression of *gngt2b* in control (DMSO) and TH-treated (T3) larval zebrafish. **(A–D)** Projections of representative whole, imaged eyes. Note reduced expression domain of *lws2* (cyan), and expanded expression domains of *lws1* (magenta) in T3-treated **(B,D)** vs. controls **(A,C)**; the *gngt2b* (yellow) expression domain did not appear to change. **(E–F’)** Single z slices obtained from the same preparations. **(G–G”’)** Enlarged images of region within box in panel **(F)**. **(G)** All imaging channels merged. **(G’)** *gngt2b* **(G”)** *lws2* **(G”’)** *lws1* **(H)** qPCR quantification of *gngt2b* transcript abundance in pooled samples of whole larvae, *n* = 6 biological replicates per condition, *p* = 3.159E-05. **(I)** 3D fluorescence intensity quantification, *n* = 3 embryos (DMSO), 4 (T3). D, dorsal; T, temporal. ^***^, *p* < 0.001; *, *p* < 0.05.

#### 3.4 2. nrip1a and nr2f2

The *nrip1a* transcript was predicted to be enriched in LWS1 cones, encodes a protein that interacts with nuclear hormone receptors (O’Leary et al., 2016), but adult whole retinas did not display an obvious bias in expression domain (Figure 5). This transcript was abundantly expressed in the retina of 96 hpf larvae, and many cells were co-labeled for *lws1* and *lws2* (Figures 5A–F). T3 treatment did not appear to alter the expression domain of *nrip1a*, although the domains of *lws1* increased, and *lws2* decreased, as expected (Figures 10C, D). Abundance of transcript, however, increased significantly in response to T3 treatment (Figure 10G, *p* = 0.00152). Further, quantitative fluorescence analysis showed increased fluorescence in the T3 treated group, indicating that transcript abundance of *nrip1a* increased upon T3 treatment without altering its expression domain (Figure 10H, *p* = 0.014). The *nr2f2* transcript was predicted to be enriched in LWS2 cones and is a predicted nuclear hormone receptor. This transcript was abundantly expressed in multiple layers of adult retina and displayed a slight bias in expression signal in dorsal retina (Figure 5). At 96 hpf, expression of this transcript also appeared to be higher in the dorsal portion of the retina, which is consistent with the RNA-Seq and adult *in situ* results (Figures 10D, K, M). T3 treatment did not appear to alter the expression domain of this gene (Figures 10J, L, N), and both qPCR and quantitative fluorescence analysis results showed no significant difference between treatment groups (Figures 10O, P, *p* = 0.476, sample size too small for Mann–Whitney test).

**FIGURE 10:**
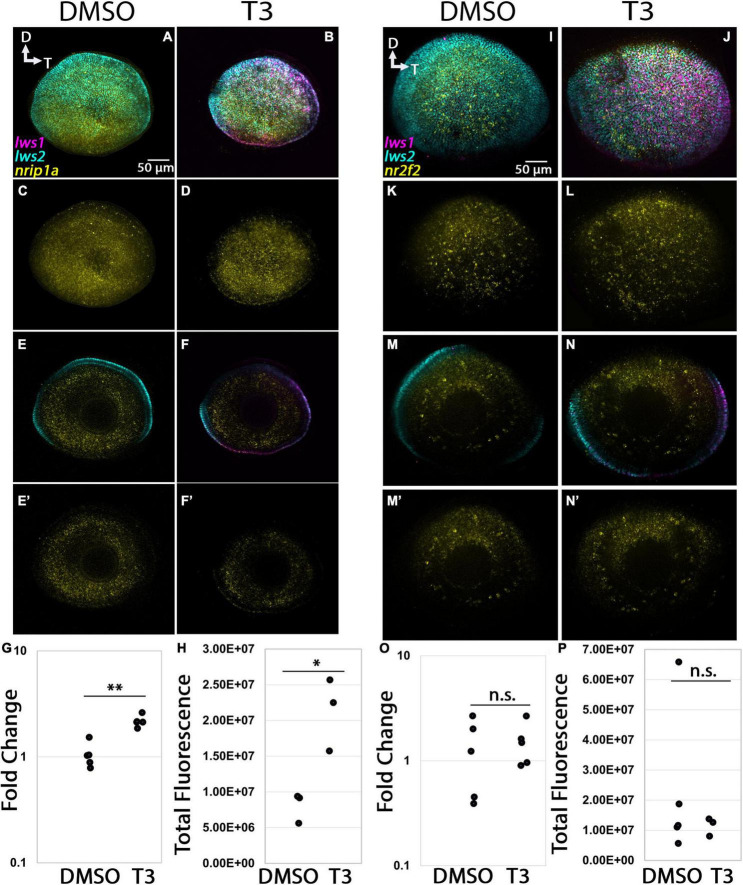
Expression of *nr2f2* and *nrip1a* in larval zebrafish. **(A–H)** *nrip1a*. **(I–P)** *nr2f2*. **(A–D,I–L)** Projections of representative whole, imaged eyes. **(E–F’,M–N’)** Single z slices obtained from the same preparations. Note reduced expression domain of *lws2* (cyan), and expanded expression domains of *lws1* (magenta) in T3-treated **(B,D,J,L)** vs. controls **(A,C,I,K)**; the *nrip1a* (yellow, **A–D**) expression domain did not appear to change; the *nr2f2* (yellow, **I–L**) expression domain did not appear to change, however, there appears to be slightly greater expression in the dorsal portion of the retina **(E,F)** All imaging channels merged. **(E’,F’)** *nrip1a* **(M,N)** All imaging channels merged. **(M’,N’)** *nr2f2* **(G)** qPCR quantification of *nrip1a* transcript abundance in pooled samples of whole larvae, *n* = 5 biological replicates per condition, *p* = 0.476. **(H)** 3D fluorescence intensity quantification for *nrip1a*, *n* = 5 embryos (DMSO), 3 (T3), sample size too small for Mann–Whitney test. **(O)** qPCR quantification of *nr2f2* transcript abundance in pooled samples of whole larvae, *n* = 5 biological replicates per condition, *p* = 0.00152 **(P)** 3D fluorescence intensity quantification of *nr2f2*, *n* = 3 embryos per condition, *p* = 0.014 (*t*-test). D, dorsal, T, temporal. *, *p* < 0.05; **, *p* < 0.01; n.s., not significant.

#### 3.4 3. vax1 and vax2

The *vax1* transcript was predicted to be enriched in LWS1 cones, encodes a transcription factor important in patterning the nervous system, and was expressed in the ventral region of adult retina in multiple retinal layers, with some cells coexpressing *lws1* (Figure 6). T3 treatment did not appear to alter the expression domain of this gene (Figures 11A–F), and qPCR results also showed no significant difference between treatment groups (Figure 11G, *p* = 0.123). The *vax2* transcript was predicted to be enriched in LWS1 cones, encodes a transcription factor important in patterning the nervous system, and was expressed in the ventral region of adult retina in multiple retinal layers, with some cells coexpressing *lws1* (Figure 6). T3 treatment did not appear to alter the expression domain of this gene (Figures 11H–M), and qPCR results also showed no significant difference between treatment groups (Figure 11N, *p* = 0.312).

**FIGURE 11:**
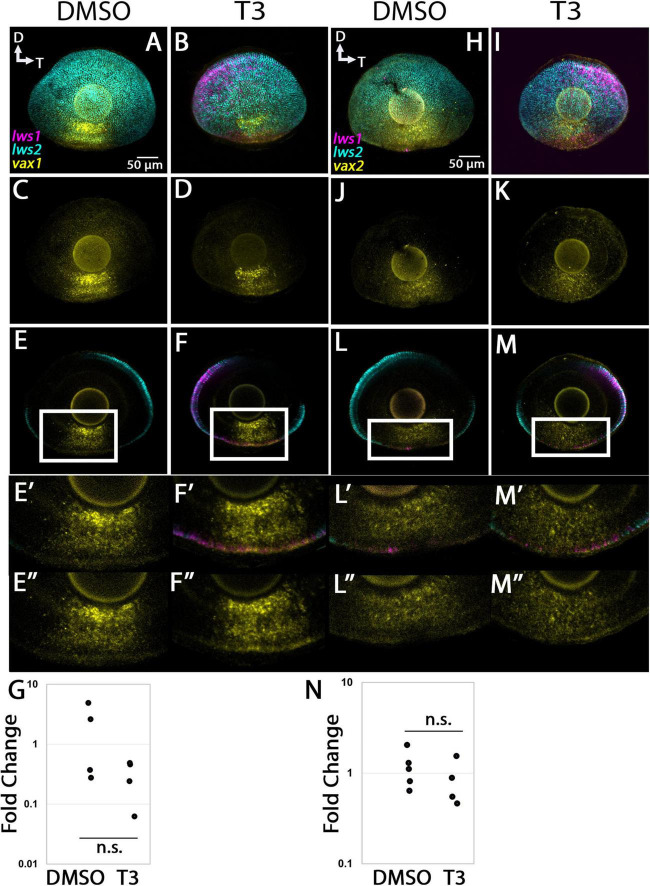
Expression of *vax1* and *vax2* in larval zebrafish. **(A–G)** *vax1*. **(H–N)** *nrip1a*. **(A–D,H–K**) Projections of representative whole, imaged eyes. **(E–F”,L–M”)** Single z slices obtained from the same preparations. Note reduced expression domain of *lws2* (cyan), and expanded expression domains of *lws1* (magenta) in T3-treated **(B,D,I,K)** vs. controls **(A,C,H,J)**; the *vax1* (yellow, **A–D**) and *vax2* (yellow, **H–K**) expression domain did not appear to change. **(E’–F”)** Enlarged images of regions within box of panels **(E,F**, respectively). **(E’,F’)** All imaging channels merged. **(E”,F”)** *vax1* **(L’–M”)** Enlarged images of regions within box of panels **(L,M**, respectively). **(L’,M’)** All imaging channels merged. **(L”,M”)** *vax2* **(G)** qPCR quantification of *vax1* transcript abundance in pooled samples of whole larvae, *n* = 4 biological replicates per condition, *p* = 0.123. **(N)** qPCR quantification of *vax2* transcript abundance in pooled samples of whole larvae, *n* = 5 biological replicates per condition, *p* = 0.312. n.s., not significant.

#### 3.4 4. si:busm1-57f23.1

The *si:busm1-57f23.1* transcript was identified as enriched in LWS1 cones by the scRNA-Seq, and is DE (reduced in expression) in *thrb* mutants vs. WT (Volkov et al., 2020). This transcript encodes a predicted extracellular protein with cysteine protease inhibitor activity, and adult retinas indeed show expression in LWS and some non-LWS cones (Figure 7). Expression of *si:busm1-57f23.1* in 96 hpf larvae was localized to the photoreceptor layer, and many cells were co-labeled for *lws1* or *lws2* (Figures 12A–F). Eyes of larvae treated with T3 showed marked reduction in the expression domain of *si:busm1-57f23.1*, as well as reduction in the *lws2* domain and expansion of the *lws1* domain (Figures 12B, D). Whole larval tissues analyzed by qPCR showed no statistically significant change in *si:busm1-57f23.1* expression due to T3 treatment (Figure 12K, *p* = 0.244). We hypothesized that expression in non-retinal tissues may make the apparent downregulation seen in the in situs difficult to detect by qPCR in whole larvae. To check this, we performed whole larval HCR and imaged the entire larval head, including the brain and both eyes. We found that *si:busm1-57f23.1* is, indeed, expressed in the brain and spinal cord of 4 day old zebrafish (Figures 12G–J). We then performed quantitative fluorescence analysis on the eyes alone and found that fluorescence trended down in the eyes of T3 treated embryos (Figure 12L, *p* = 0.0556).

**FIGURE 12:**
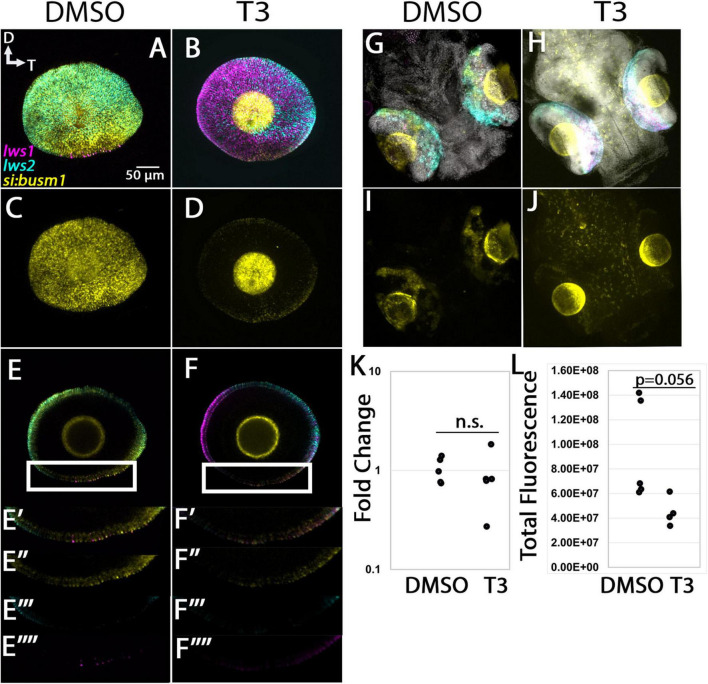
Expression of *si:busm1* in larval zebrafish. **(A–D)** Projections of representative whole, imaged eyes. **(E–F”’)** Single z slices obtained from the same preparations. Note reduced expression domain of *lws2* (cyan), and expanded expression domains of *lws1* (magenta) in T3-treated **(B,D)** vs. controls **(A,C)**; the *si:busm1* (yellow) expression domain appears greatly reduced in the treated condition **(D)**. **(E’–E”’)** Enlarged images of region within box in panel **(E)**. **(E’)** All imaging channels merged. **(E”)** *si:busm1* **(E”’)** *lws2* **(E””)** *lws1* **(F’–F””)** Enlarged images of region within box in panel **(F)**. **(F’)** All imaging channels merged. **(F”)** *si:busm1* **(F”’)** *lws2* **(F””)** *lws1* **(G–J)** Projections of whole embryo heads. **(K)** qPCR quantification of *gngt2a* transcript abundance in pooled samples of whole larvae, *n* = 5 biological replicates, *p* = 0.244. **(L)** 3D fluorescence intensity quantification, *n* = 5 (DMSO), 4 (T3), *p* = 0.056 (*t*-test). D, dorsal, T, temporal. n.s., not significant.

#### 3.4 5. cry3a

The *cry3a* transcript was one of many *cry* genes predicted to be LWS1 enriched. This gene encodes a transcription factor involved in circadian regulation. This transcript was diffusely expressed in the retina of the 96 hpf embryo without particular localization to the photoreceptor layer (Supplementary Figure 3). T3 treatment did not appear to alter the expression domain of this gene (Supplementary Figure 3), and qPCR results also showed no significant difference between treatment groups (Supplementary Figure 3, *p* = 0.335).

Taken together, the outcomes of larval TH treatments provide only modest support for the second hypothesis that LWS cone transcripts are coordinately regulated by TH. These studies supported that *gngt2a* and *nrip1a* are upregulated by T3, although not in the same spatiotemporal manner as *lws1* [9] while *vax1*, *vax2*, and *cry3a* are unaffected, and *si:busm1-57f23.1* appears downregulated in the retina by T3. Further, *gngt2b* is downregulated by T3, again not in the same spatiotemporal manner as *lws2* [9], while *nr2f2* is unaffected. The LWS cone population therefore appears to display considerable heterogeneity in transcriptional response to TH.

## 4. Discussion

In this study we have probed the transcriptomes of long wavelength-sensitive cone photoreceptors of the zebrafish to advance our understanding of cone subtypes toward applications related to retinal development, function, and disease. The main findings of our study are as follows: LWS1 and LWS2 cones differ transcriptionally beyond opsin expression, and these differences include transcripts involved in photoreceptor function and development. Further, these cone subtypes show within-type heterogeneity. We also found that some of these transcriptional differences may be regulated by exogenous thyroid hormone, but in a manner that appears distinct from TH regulation of *lws1* vs. *lws2*.

### 4.1. LWS1 and LWS2 cones differ at the transcriptional level beyond opsin expression

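Overlap with the paper's lists was counted by symbol. Of the 95 symbols that the paper's Dataset 1 lists for LWS1, 41 were found in the files. Of these, 13 were called by edgeR and 33 by DESeq2. Its LWS2 list of 186 symbols gave 110, of which 54 were called by edgeR and 83 by DESeq2. All 42 LWS1 features tested and 112 of 113 LWS2 features had a log2 fold change in the listed direction. Symbols exist only for genes that the authors called on these same counts, so this agreement is no independent support. Every feature called by edgeR was also called by DESeq2, and no called feature changed sign in the settings that tested it as a single feature. Sums by symbol were not compared in this way, and the rsl1d1 copies, called in opposite directions, cannot both keep their sign there. Limma-voom called 49 of the LWS1-enriched features and 65 of the LWS2-enriched features.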

In total, the bulk RNA-Seq results showed 95 transcripts enriched in LWS1 cones and 186 transcripts enriched in LWS2 cones, a finding that supports our first hypothesis that these cone subtypes differ beyond the level of opsin expression. To our knowledge, any such distinctions in the human LWS vs. MWS cone populations, other than opsin expression, have not been noted, although this is largely due to the challenges of detecting *LWS*-expressing vs. *MWS*-expressing cones within a dataset (Lukowski et al., 2019). The tandemly-replicated *LWS/MWS* opsin genes of primates display 98% homology at the level of transcript (Onishi et al., 2002) and are difficult to distinguish using standard RNA-Seq approaches. Interestingly, the scRNA-Seq approach of Peng et al. (2019) permitted this analysis for macaque cones, with the conclusion that these LWS and MWS cones are transcriptionally distinct only for the opsin genes, in contrast to our findings for the zebrafish.

Some of the transcripts enriched in zebrafish LWS1 vs. LWS2 cones suggest the possibility of further functional differences between the LWS cone subtypes. For example, the presence of the paralogous gamma transducin enriched in each cone subtype may reflect differences in phototransduction kinetics and/or recovery. However, to our knowledge such distinctions have not been experimentally tested. In addition, because multiple transcripts encoding factors involved in circadian rhythms were found to be enriched in LWS1 cones [*cry1bb*, *per3*, (Dataset 1) *cry1ba*, *aanat2*, *per2* (Dataset 4)], and no circadian related transcripts were enriched in LWS2 cones, LWS1 cones may have specialized functions in circadian rhythm. 

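Among the circadian genes, cry3b (cry1bb in the paper) fell from 116 ± 61.0 CPM in LWS1 to 33.8 ± 5.62 CPM in LWS2 (SD, n = 3 each). For per3 the values were 712 ± 53.0 and 431 ± 63.0 CPM (SD, n = 3 each), a log2 fold change of -0.73 (SE 0.176, edgeR FDR = 0.0796). For cry3a (cry1ba in the paper) they were 414 ± 36.6 and 241 ± 28.0 CPM (SD, n = 3 each), a log2 fold change of -0.78 (SE 0.181, edgeR FDR = 0.0666). Also on the list, cry1a had a log2 fold change of -0.78 (edgeR FDR = 0.162) and nr1d2b of -0.46 (edgeR FDR = 0.251). Adjusted over the list alone, 7 genes had an FDR under 0.05, but they carry symbols because the authors called them, so this count shows no stability. Counts of aanat2 and per2 were not analysed here.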

The majority of LWS1 cones are located within the ventral domain of the retina, exposed to direct sunlight, and therefore are in an ideal position to obtain circadian information (Takechi and Kawamura, 2005; Ogawa and Corbo, 2021). While the transcript tested using HCR *in situ* did not appear to be ventrally enriched, differences in sample collection timing may have been a factor (near lights-on for RNA-Seq, and midafternoon for adult whole retina collection), and retina-specific spatial expression data for the other circadian genes have not been reported in the literature.

Other differences in gene expression may give insight into the regulatory landscape of the retina. 

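Compared with tdTomato+ cones, nrip1a had log2 fold changes of 0.47 in LWS1 (SE 0.706, edgeR FDR = 0.981) and -1.21 in LWS2 (SE 0.630, edgeR FDR = 0.565). The former changed sign when single libraries were left out, with a lowest value of -0.32. For nr2f2 the log2 fold changes were -1.10 in LWS1 (SE 0.481, edgeR FDR = 0.833) and 1.00 in LWS2 (SE 0.340, edgeR FDR = 0.330). In these separate fits, all 3 tdTomato+ libraries lay above the LWS1 libraries and below the LWS2 libraries in nr2f2, although neither difference reached the FDR cutoff.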

Multiple nuclear receptors and proteins that interact with nuclear receptors were predicted to be DE between LWS1 and LWS2 cones, including *nrip1a* and *nr2f2*. Given that ligands of nuclear hormone receptors (retinoic acid and TH) can regulate expression of *lws1* vs. *lws2* (Mitchell et al., 2015; Mackin et al., 2019), *nrip1a* and *nr2f2* may be considered candidates for participation in this regulation. The expression of *vax2* in LWS1 cones also proves interesting. *Vax2* is instrumental in regulating RA metabolism by altering the expression of RA-catabolizing and RA-synthesizing enzymes in developing mouse retina (Alfano et al., 2011). RA is known to be important in regulating cone opsin expression in multiple species (Prabhudesai et al., 2005; Roberts et al., 2005) including zebrafish, and specifically for regulating *lws1* vs. *lws2* (Mitchell et al., 2015), and RA receptors are known to heterodimerize with TH receptors (Berrodin et al., 1992). RA signaling takes place in ventral retina of juvenile zebrafish, spatially coinciding with a “transition zone” where LWS cones switch from *lws2* to *lws1* expression as the retina grows (Mitchell et al., 2015). Further, experimentally athyroid juvenile zebrafish display only a small ventral patch of *lws1* expression, which also spatially coincides with the RA signaling domain (Mackin et al., 2019). As *vax2* is known to be present in the zebrafish retina long before LWS cone development (French et al., 2009), this gene may play an upstream role in *lws* regulation by spatially tuning RA levels which, in turn, impart dorsoventral location information to developing LWS cones along with TH. While the presence of *vax2* in larval zebrafish retina is not surprising and likely is involved in the regulation of many genes, *vax2* expression in adult zebrafish was unexpected as *vax2* is not expressed in adult mouse retina (Barbieri et al., 1999). We speculate that *vax2* may be important in the maintenance of correct topography of cone subtypes in the adult zebrafish, perhaps even after regeneration (Stenkamp et al., 2021).

### 4.2. TH regulates several LWS1 and LWS2 enriched transcripts

We initially hypothesized that TH could be a master regulator of transcriptional differences between the LWS cone subtypes, LWS1 and LWS2. For this hypothesis to be true, DE genes would be coordinately regulated with *lws1* and *lws2* such that genes enriched in LWS1 cones would be upregulated by TH and genes enriched in LWS2 cones would be downregulated by TH. Our observations did not match this hypothesis. While *gngt2a* and *gngt2b* show some features of coordinated regulation with *lws1* and *lws2*, respectively, other transcripts such as *si:busm1* show the opposite–*si:busm1* was predicted to be enriched in LWS1 cones but appears downregulated by TH. *Nrip1a* is enriched in LWS1 cones and is upregulated by TH, similar to *lws1*, but its expression domain extends beyond the *lws1* domain and even beyond the photoreceptor layer. Other transcripts that are specifically enriched in LWS1 cones such as *vax1* and *vax2* display no transcriptional response to TH treatment. Therefore, TH is likely involved in regulation of transcripts other than *lws1* and *lws2*, but in a more complex manner than originally hypothesized, and perhaps independently of the *lws* opsin genes.

### 4.3. Transcriptional heterogeneity within the LWS cone population

Transcriptional heterogeneity among photoreceptor subtypes was recently described in detail for the zebrafish as the “partitioning” of expression of paralogs of photoreceptor components that emerged through whole genome duplications (Ogawa and Corbo, 2021). For example, the authors took note of partitioning of a paralog of the gamma subunit of transducin, *gngt2a*, within LWS1 and RH2-4 cones (Ogawa and Corbo, 2021), which express the most red-shifted members of the tandemly-replicated *lws* and *rh2* cone opsin gene arrays, respectively (Chinen et al., 2003). While our studies are largely consistent with this concept, the patterns of expression of the *gngt2* paralogs in cone subtypes appear more nuanced. Some LWS2 cones express *gngt2b*, but some express *gngt2a* or possibly both paralogs. Expression of *gngt2a* in adult retina is not limited to the ventral domain of LWS1 cones. Similarly, some but not all LWS1 cones express *vax1*. Some but not all LWS2 cones express *nr2f2*. For each of these LWS cone subtypes, there appears to be a great deal of transcriptional heterogeneity across the expanse of the retina.

Further heterogeneity is revealed within cone responses to treatment with exogenous TH–some but not all of these genes can be regulated by TH. Based on these observations, it appears that TH may be regulating these genes not because it is particularly regulating the entirety of LWS1 and LWS2 cone phenotype but rather because TH is an important regulator of spatial dynamics of gene expression in the zebrafish retina. Recent work in mouse supports this thyroid hormone-mediated spatial gradient regulation. It was found that *tr*β*2*, a TH receptor shared by mice and zebrafish, can control the expression and chromatin state of multiple cone genes that are expressed in a dorsoventral gradient in the mouse retina (Aramaki et al., 2022). This influential study also reveals heterogeneity within populations of mouse cones that express both *sws1* and *mws* opsins, in support of the concept that not all cones expressing a particular opsin are identical (Aramaki et al., 2022). The present study extends this concept to the *lws1*- expressing and *lws2*-expressing cone populations of the zebrafish. We aim to identify the TH receptor(s) that mediate the effects of TH in the zebrafish, as well as determine whether any are directly interacting with elements on the regulated gene.

While our approach was able to expand our understanding of LWS1 and LWS2 cone biology, we were limited in our ability to detect all of the potential transcriptional variability in these photoreceptors due to the limitations of sensitivity of bulk and scRNA-Seq. The bulk RNA-Seq results were further restricted by the effectiveness of the cell sorting procedure, and by the presence of proteasome-related transcripts in the LWS2 cone samples. Therefore we leveraged the bulk RNA-Seq datasets with information derived from a scRNA-Seq approach. We evaluated eight transcripts for their spatial patterning and TH responses. It is possible that many of the other differentially expressed genes may be regulated by TH. Further, these evaluations were done at the transcript level and do not reveal protein expression and/or localization, which would add another layer of support to the hypothesis that LWS1 and LWS2 cones are functionally distinct beyond opsin expression. In the future, we plan to perform single cell RNA-Seq on control and TH treated retinas to determine widespread effects of TH on the retinal cell transcriptomes. Due to the similarity of the LWS1 and LWS2 cone transcriptomes, LWS cone studies might also benefit from a manual photoreceptor collection technique, as in Angueyra et al. (2023), in order to increase the signal-to-noise ratio in the transcriptome data and reveal more potentially subtle gene expression differences.

Our results build upon our previous studies that showed *lws1* and *lws2* are regulated by TH (Mackin et al., 2019) by suggesting that multiple genes within the cones expressing these tandemly replicated opsins are non-stochastically regulated, and that these genes may also be regulated by TH. Further, our findings add to the growing literature that shows TH is a major regulator of spatial patterning in the retina and that its role is conserved across multiple species.

## Data availability statement

The datasets presented in this study can be found in the Gene Expression Omnibus (GEO) repository, accession numbers GSE232902 and GSE234661.

## Ethics statement

The animal study was reviewed and approved by the Institutional Animal Care and Use Committee of University of Idaho and Institutional Animal Care and Use Committee of University of Houston.

## Author contributions

AF, CS, ME, and AD performed the experiments. All authors analyzed the data, conceived the project, and wrote the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

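Bulk RNA-Seq of FACS-sorted cells from adult zebrafish was used, with 12 libraries in 4 groups of 3. The groups were LWS1 (GFP+) and LWS2 (RFP+) cones of the lws:PAC(H) line, and tdTomato+ cones and tdTomato- retinal cells of the thrb2:tdTomato line. Conditions and replicate numbers were taken from the sample labels and the paper. The single-cell RNA-Seq, qPCR and in situ hybridization experiments were not analysed here.

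The authors trimmed reads with Trimmomatic, aligned them to GRCz11 with STAR and Salmon, imported them with tximport and deposited whole-number counts for 30258 Ensembl features, without normalization. The paper's text does not say which aligner's output the deposited counts come from. The authors also deposited 2 tables of their own DESeq2 comparisons, LWS1 vs LWS2 and tdTomato- vs tdTomato+, with log2 fold changes, moderated log2 fold changes and p-values. These deposited tables hold only genes with an adjusted p-value under 0.1, and 12 columns of per-sample values in them were not used. The counts computed here with DESeq2 gave log2 fold changes that correlated at 0.999996 with those of the authors' deposited LWS1 vs LWS2 table, across genes.

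Symbols were taken from those tables, which list 1032 Ensembl IDs, 1010 of them with a symbol (992 distinct symbols, 18 of them shared by 2 IDs). By Entrez ID, 1002 of these IDs were found in a RefSeq gene list of the GRCz12tu assembly, which was used for names only, and the paper's cry1bb and cry1ba are cry3b and cry3a there. Because symbols exist only for genes that the authors called, tests on sets of named genes are circular. The gene set test planned for proteasome genes (limma's camera) was run, but is void, since only 66.1% of the list had a symbol, under the 80% needed, and those were selected by the authors' calls.

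Total counts per library ranged from 459226 to 3189337, and the smallest were those of tdTomato- replicate 1 and LWS1 replicate 3 (694158). Shares of counts in single libraries are given with 95% Wilson intervals, and 3 counts were taken as the smallest detectable value. A fold change against a group whose libraries all had 3 counts or fewer is a lower bound against that floor.

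Computation used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. For each pair of groups, features were kept by filterByExpr, normalized by TMM and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, at an FDR under 0.05 and an absolute fold change above 2. The paper used DESeq2, which was listed here as an alternative. Standard errors were derived from the log2 fold change and the test statistic. Where a measure per library was compared, a two-sided exact permutation test was used, which cannot go below 0.1 with 3 libraries against 3. The pipeline was tested on simulated counts with 200 changed genes. At a log2 fold change of 2, edgeR recovered 50% of them in LWS2 vs LWS1, 32% in LWS1 vs tdTomato+, 37% in LWS2 vs tdTomato+ and 0.5% in tdTomato+ vs tdTomato-, and DESeq2 recovered 66.5%, 41.5%, 57.5% and 24% at a larger share of false calls.

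Before the data were examined, edgeR was set as the main test, the gene lists were fixed and 87 alternatives were listed. They covered the test (DESeq2, limma-voom with and without quality weights, glmTreat), the normalization, the filter on low counts, the replicate block, all groups in one fit, thinning to the smallest library, proteasome genes left out, sums by symbol, and each library left out in turn. Replicate numbers, which the labels give to every group, are the source of the pairing in the replicate block. After the data were seen, 1 further alternative was added, which left out the 13 mitochondrial genes.

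Genes were named by a rule set beforehand. It covered every gene the paper names, the 5 largest changes in each direction in LWS2 vs LWS1 (3 in other comparisons) among called features whose libraries do not overlap, and the 3 members of each fixed list with the smallest p. Values of gngt2a, gngt2b, nrip1a, nr2f2, the opsins, arr3a, thrb and rsl1d1 in the other comparisons, and of cry1a, nr1d2b and ddit3, were added after their values had been seen. The treatment of syt4 as a lower bound in the comparison with the paper's value was also set after both values were known.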

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

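Of the tests below, those on the mitochondrial share, on the 13 mitochondrial genes, on thinned libraries, on proteasome genes, on stress-response genes and on Muller glia genes were chosen only after the result was seen.

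The tdTomato- libraries are not described in the paper. Against them, 164 features were lower and 12 were higher in tdTomato+ libraries (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1105 had an unadjusted p under 0.05. Of the 4 splits of the 6 libraries that part the 3 same-numbered pairs, 1, the real one, gave as many called features, and so did 1 of all 10 splits. The other splits gave 0 called features and at most 617 at an unadjusted p under 0.05. The share cannot go below 0.1 in this design whatever the libraries show, so this count alone cannot set a random split aside. Among the called features were thrb, higher in tdTomato+, and opn1sw1, jun and apoeb, lower in tdTomato+. The simulation recovered 0.5% of changed genes in this comparison, so features with a smaller difference would rarely be called.

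The mitochondrial share of counts was 18.9%, 29.7% and 28.1% in LWS1 replicates 1, 2 and 3, and 12.9%, 13.6% and 13.8% in LWS2, a difference between the means of 12.1 percentage points (two-sided exact permutation test, p = 0.1, the smallest possible). The paper does not report on it. Library depth may be the source, since the LWS1 libraries are also the smaller ones. Depth was examined in more than one way. Over the 6 lws:PAC(H) libraries, the Spearman correlation of total count with the share was -0.71 (Pearson -0.86, exact permutation p = 0.136), which leans toward depth, but depth and group run together there. Over the 6 thrb2:tdTomato libraries it was 0.0857 (Pearson -0.05, exact permutation p = 0.919), and over all 12 libraries it was -0.11 (Pearson -0.03, permutation p = 0.733). A further test was chosen after those correlations and the shares themselves had been seen: the 3 tdTomato- libraries spanned 0.925 percentage points while their totals differed 6.95-fold. Because its outcome was known when it was chosen, and tdTomato- cells are another population, it does not set depth aside. Within LWS2 the share rose with the total count, and the smallest LWS1 library did not have the highest share, which lean against depth. With these mixed results the difference cannot be told apart from an effect of depth, and no biological explanation was tested.

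In every LWS1 library 3 features were counted and in no LWS2 library, although the LWS2 libraries are deeper. One is an rsl1d1 copy, and another rsl1d1 copy shows the opposite pattern. Depth-dependent assignment of reads between copies of a gene may be the source. The 2 features other than rsl1d1 were counted more often in the 2 tdTomato libraries with the fewest non-mitochondrial counts, in 100% of them against 25% of the other 4, so this explanation remains. Those libraries were singled out after the rsl1d1 counts had been seen. Against depth, LWS1 replicate 1 with 1149677 non-mitochondrial counts had only the first rsl1d1 copy, and tdTomato- replicate 3 with 1001221 had only the second. A sequence variant between fish was not tested.

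The stress-response gene sqstm1 had a log2 fold change of 2.77 in LWS2 vs LWS1 and of 2.47 in LWS2 vs tdTomato+. The paper mentions cell stress pathways for the dsRedExpress reporter of LWS2 cones. From the list of stress-response genes, 9 were tested and 4 were higher in LWS2 than in LWS1: sqstm1, atf5a (2.92), jun (2.51) and ddit3 (2.49). A general response to sorting and dissociation was examined as the source. Against tdTomato+, 3 of them (sqstm1, atf5a and jun) were higher in LWS2, and in LWS1 vs tdTomato+ 0 of 7 list members were called, with 0 at an unadjusted p under 0.05. In tdTomato+ vs tdTomato-, all 8 members tested were lower in tdTomato+, with a median log2 fold change of -2.56, and jun, xbp1, fosab and junbb were called. List members took 0.258%, 0.215% and 0.181% of non-mitochondrial counts in tdTomato- libraries and 0.199%, 0.180% and 0.205% in LWS2 libraries, against 0.104%, 0.0922% and 0.0903% in LWS1 and 0.100%, 0.108% and 0.110% in tdTomato+ libraries, which were sorted as well. The levels in LWS1 and tdTomato+ lean against a response common to all sorted cells. So do the log2 fold changes of fosab (-0.22) and junbb (-0.61) in LWS2 vs LWS1. The tdTomato- cells are another population from the same line as tdTomato+. Their higher levels cannot tell a response to sorting apart from a difference between cell types. The genes with a symbol were selected by the authors' calls, so the test does not settle the source. A response to the reporter was not tested.

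The feature ENSDARG00000076264 had 86, 69 and 40 counts in LWS1, 126, 353 and 473 in LWS2, and 0 in every tdTomato+ library. A difference between the 2 transgenic lines may be the source. In line with that, its total in the 3 tdTomato- libraries was also 0. Only 2 features showed this pattern across all libraries of both lines, and its other candidate explanations, a sequence variant or reads from the transgene, were not tested.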

How the results depend on the processing

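For the results below, the cause of each change was not tested. The setting without the 13 mitochondrial genes was chosen after seeing the data.

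Main counts of LWS2-enriched and LWS1-enriched features were 101 and 51. They were 181 and 175 with DESeq2, 267 and 411 without a filter on low counts, 62 and 59 with at least 10 counts in every library, 123 and 77 with the replicate block, 77 and 81 with limma-voom and quality weights, 21 and 2 with glmTreat, 20 and 0 with all 4 groups in one fit, and 54 and 38 with proteasome genes left out. Across the 6 fits that each left out one library they ranged from 1 to 97 and from 0 to 79, and 1 and 0 of the main calls were kept in all 6. DESeq2 called all 101 and 51. With size factors (89 and 54), limma-voom (78 and 58), thinning to the smallest library (87 and 49), sums by symbol (88 and 45), no fold-change cutoff (105 and 60) and without the mitochondrial genes (90 and 34), each count stayed within 1.5 times. Where a count was 0, 1228 features had an unadjusted p under 0.05 in the main setting. Simulated counts gave DESeq2 16.4% false calls and edgeR 1.96%. The setting without a filter was not simulated, so its share of false calls is unknown. There the edgeR FDR of an opn1lw2 feature (ENSDARG00000044861) fell from 0.280 to 5.0e-16, while its log2 fold change went from 1.35 to 1.47. For neurod4 the edgeR FDR rose from 0.102 to 0.153.

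In LWS1 vs tdTomato+ the counts higher and lower were 1 and 0, with 23 and 15 under DESeq2, 78 and 30 without a filter, 0 and 0 with at least 10 counts in every library, and 0 to 1 and 0 to 0 across the 6 leave-one-out fits (388 features at an unadjusted p under 0.05). With the replicate block they were 1 and 0, and the correlation of same-numbered libraries was 0.001. In LWS2 vs tdTomato+ they were 68 and 13, with 134 and 95 under DESeq2, 198 and 156 without a filter, 27 and 11 with at least 10 counts, 129 and 56 with the replicate block, and 0 to 242 and 0 to 329 leave-one-out. In tdTomato+ vs tdTomato- they were 12 and 164, with 73 and 425 under DESeq2, 90 and 527 without a filter, 8 and 61 with at least 10 counts, 13 and 131 with the replicate block (correlation -0.012), and 0 to 17 and 0 to 181 leave-one-out.

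The share of higher calls moved from 66.4% in LWS2 vs LWS1 to 50.8% with DESeq2, 39.4% without a filter, 51.2% with at least 10 counts, 48.7% with quality weights, 91.3% with glmTreat and 100% with all groups in one fit, and ranged from 45.5% to 100% leave-one-out. In LWS1 vs tdTomato+ it moved from 100% to 60.5% and 72.2% with DESeq2 and without a filter. In LWS2 vs tdTomato+ it moved from 84.0% to 58.5%, 55.9%, 71.1% and 69.7% with DESeq2, without a filter, with at least 10 counts and with the block, and leave-one-out from 42.4% to 100% where any feature was called. In tdTomato+ vs tdTomato- it moved from 6.82% to 14.7%, 14.6% and 11.6% with DESeq2, without a filter and with at least 10 counts. Leave-one-out it ranged from 0% to 22.4% where any feature was called, the highest without tdTomato+ replicate 1. The median log2 fold change of all genes in LWS2 vs LWS1 shifted from -0.02 to 0.22 without a filter, and in tdTomato+ vs tdTomato- from 0.11 to -0.06 with DESeq2.

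Proteasome symbols called in LWS2 vs LWS1 fell from 24 to 5 with glmTreat and to 4 with all groups in one fit, and ranged from 0 to 24 leave-one-out (0, 4 and 9 without LWS2 replicates 3, 1 and 2). Median proteasome log2 fold changes moved by less than the replicate SD under every setting tried, and in LWS2 stayed positive. In LWS1 vs tdTomato+, where the main median was 0.03, the sign changed to -0.02 with at least 10 counts and ranged from -0.11 to 0.27 leave-one-out. The difference in opn1lw1 share ranged from 50.5 to 60.6 points leave-one-out.

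Reversed among the named genes in LWS2 vs LWS1 were opn1sw1 (-0.49 to 0.22 without LWS1 replicate 2; leave-one-out -0.86 to 0.22), thrb (-0.14 to 0.0126 without LWS1 replicate 2; leave-one-out -0.28 to 0.0126), opn1mw4 (-0.70 to 0.0882 with the replicate block and 1.13 without LWS1 replicate 2; leave-one-out -1.23 to 1.13), rbpms2b (-0.19 to 0.41 without LWS1 replicate 3 and 0.05 without LWS2 replicate 1; leave-one-out -0.61 to 0.41) and si:busm1-57f23.1 (0.08 to -0.14, -0.31 and -0.0034 without LWS1 replicate 1, LWS1 replicate 2 and LWS2 replicate 2; leave-one-out -0.31 to 1.02). In LWS1 vs tdTomato+, leave-one-out ranges crossed 0 for nrip1a (0.47, from -0.32 to 1.09), thrb (0.18, from -0.10 to 0.43), opn1mw4 (0.47, from -1.33 to 0.96), xbp1 (0.86, from -0.06 to 1.21) and rbpms2b (-0.29, from -0.88 to 0.71). In LWS2 vs tdTomato+ they did so for a gngt2a feature (-0.29, from -0.62 to 0.0027) and for opn1mw2, opn1mw4, rbpms2b, apoeb, arr3a, thrb and a feature each of opn1lw1 and opn1lw2, and in tdTomato+ vs tdTomato- for opn1mw2, nr2f2 and an rsl1d1 feature. With the replicate block, opn1mw4 (-0.30) and rbpms2b (0.13) in LWS1 vs tdTomato+ and the opn1lw1 feature in LWS2 vs tdTomato+ (-0.04) also changed sign. None of these was called. Of the other values of named genes in LWS2 vs LWS1, 448 stayed on their side of the cutoffs, 88 lost their call and 33 gained one. Of the losses, 85 came from leaving out a library.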

Differences from the paper's values

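LWS1-enriched transcripts numbered 51 here against the paper's 95. Of the alternatives set before the data were examined, the replicate block (77), leaving out LWS1 replicate 1 (79) and limma-voom with quality weights (81) came within 1.5 times of the paper's number, and the others did not. With DESeq2 the number was 175, and the authors' deposited table holds 171 at the same cutoffs, both above the paper's number. LWS2-enriched transcripts numbered 101 against the paper's 186. With DESeq2 (181), the tool that the paper's methods name, and without a filter on low counts (267), the number came within 1.5 times, and under the others it did not.

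As a share of the features detected, LWS1-enriched transcripts made up 0.299% against the paper's 0.6%, and LWS2-enriched transcripts 0.501% against the paper's 1.2%. The first came within 1.5 times with the replicate block (0.451%), without LWS1 replicate 1 (0.463%) and with quality weights (0.474%), and the second with DESeq2 (0.898%) and without a filter (1.33%). No other alternative closed either gap.

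Of LWS2-enriched transcripts, 24 were proteasome components against the paper's 37. The number was 37 without a filter on low counts, and it came within 1.5 times with DESeq2 (31), the replicate block (30), limma-voom (27), quality weights (27) and at least 10 counts in every library (26), but under no other alternative.

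The log2 fold change of per3 was -0.73 against the paper's -1.16867, and none of the alternatives set before the data were examined closed the gap. For calm1b it was 1.50 against the paper's 2.011385, a gap closed without a filter on low counts (1.62), without LWS1 replicate 2 (1.67) and without LWS2 replicate 2 (1.65), and by no other alternative. For gngt2b it was 0.98 against the paper's 1.849842, and no alternative closed the gap. The authors' deposited table lists gngt2b at -0.909 (LWS1 over LWS2), which is close in size to the value here.

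The paper states that opn1lw1 was not DE in the RNA-Seq analysis. Here both of its features were lower in LWS2, with log2 fold changes of -1.99 and -2.00, and the authors' deposited table lists them at 2.06 and 2.07 (LWS1 over LWS2). The paper's Dataset 2 also lists opn1lw1 among LWS1-enriched transcripts.

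The paper lists several genes as enriched that were not called here. Of these, nrip1a (-1.72) was called without a filter on low counts, per1b (-0.89) without LWS1 replicate 2, and foxg1a (-2.25) with DESeq2, without a filter and with quality weights. Both cry3b (-1.77) and rorcb (-1.37) were called with DESeq2, without a filter, with the replicate block and without LWS1 replicate 2, cry3b also with at least 10 counts in every library and with quality weights, and rorcb also with thinned libraries. For hmgb1b (-1.57), calls came from DESeq2, no filter, at least 10 counts in every library, the replicate block, limma-voom, quality weights and thinned libraries. The gene gngt2b (0.98) was called without a filter, with at least 10 counts, with the replicate block, without LWS1 replicate 3, with limma-voom and with no fold-change cutoff. From Table 1, acvr1ba (-2.24) was called with DESeq2, without a filter, with at least 10 counts, without LWS1 replicate 2, with limma-voom and with quality weights, neurod4 (-1.72) with DESeq2, with at least 10 counts and with quality weights, and hmgb3a (-1.26) with DESeq2. None of the settings that tested them called per3 (-0.73), cry3a (-0.78) or ift27 (1.33), and ift27 was not tested with at least 10 counts in every library. The paper takes cry3a from its single-cell data and not from the bulk comparison, and its in situ hybridization did not favour LWS1 enrichment of that gene. Of the features matched to the paper's Dataset 3 list for LWS1, 0 of 78 were called, and 60 had an unadjusted p under 0.05.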

Other observations

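Apart from the regroupings of libraries, the TMM factor, the copies of rsl1d1 and the feature ENSDARG00000076264, the tests were chosen only after the result was seen. The TMM factor comes from the setting without the 13 mitochondrial genes, which was itself added after the data were seen. Thinning was listed beforehand as an alternative, and only its use as a test of depth was chosen later.

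For each comparison, the libraries were also split in other ways. In LWS2 vs LWS1 (152 called features), LWS1 vs tdTomato+ (1) and LWS2 vs tdTomato+ (81), 1 of the 4 splits that part the same-numbered pairs gave as many calls, which was the real one. Of all 10 splits, the other 6 of which part fewer pairs, it was 1, 2 and 1. In LWS2 vs LWS1 and in LWS2 vs tdTomato+ every other split gave 0 called features, and in LWS1 vs tdTomato+ at most 1. The share cannot go below 0.1 in this design whatever the libraries show, so these counts alone cannot set a random split aside. At an unadjusted p under 0.05, other splits gave at most 559, 703 and 1048 features, against 1228, 388 and 963 in the real ones, so in both comparisons with tdTomato+ another split gave more.

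Counts of enriched features could depend on the depth of the libraries or on mitochondrial genes. With every library thinned to the smallest total, 87 features were LWS2-enriched (101 without thinning). By that count depth alone does not account for the LWS2-enriched features. With the 13 mitochondrial genes left out, 34 were LWS1-enriched (51 with them). Leaving the genes out hardly moved the log2 fold changes (gngt2a -1.51 to -1.52, nr2f2 2.10 in both), so it corrects nothing. Counts taken up by mitochondrial genes would lower all other genes of a library together. Features were enriched in both directions, and 90 LWS2-enriched and 34 LWS1-enriched ones stayed called without these genes. TMM normalization scales out such a shared lowering before the test, with or without these genes. These values therefore cannot decide whether counts taken up by mitochondrial genes were the source. Other effects that go with the mitochondrial share were not tested.

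In LWS2 libraries, between 21.1% and 31.3% of lws opsin counts were on opn1lw1. Reads shared between opn1lw1 and opn1lw2 at a fixed rate might give such counts. The share differed between LWS2 libraries by more than counting error (chi-square 2267, 2 degrees of freedom), but replicates of every group differed by more than that over all genes (chi-square over degrees of freedom from 6.88 to 211), so this outcome was to be foreseen, and the counts cannot be told apart from shared reads. Cones that express both opsins, or cells sorted into the wrong gate, were not tested.

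The tdTomato+ replicate 2 library had 71.7% of its counts on mitochondrial genes. Genes on the Muller glia list took 0.220% of its non-mitochondrial counts, against 0.0242% and 0.0951% in replicates 1 and 3. The rod gene rho took 1.39% against 0.599% and 0.584%, so it may hold more reads from Muller glia and rods than those libraries. Other cone opsins went the other way, at 0.514% against 1.07% and 0.571%, although tdTomato- libraries had 1.59% to 3.39%. Reads from other retinal cells do not account for its mitochondrial share, since tdTomato- libraries had 53.4% to 54.3%. Also, LWS1 replicate 2 and LWS2 replicate 2 had 0.219% and 0.188% on the Muller glia list with mitochondrial shares of 29.7% and 13.6%. With the 13 mitochondrial genes left out, its TMM factor was 0.955, between those of the other tdTomato+ libraries, which restates that these genes took most of its counts and explains nothing further. The source of its mitochondrial share was not found.

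A hypothesis for the proteasome difference is that LWS1 cones have lower proteasome expression, and not that LWS2 cones have higher expression. The median log2 fold change in LWS1 vs tdTomato+ was 0.0330, which speaks against it, although its sign changed between settings and the line and the cell population cannot be told apart. Matched proteasome genes took 0.878%, 0.823% and 0.900% of non-mitochondrial counts in LWS2 replicates 1, 2 and 3. In LWS1 they took 0.284%, 0.216% and 0.265%, in tdTomato+ 0.320%, 0.217% and 0.188%, and in tdTomato- 0.326%, 0.274% and 0.275%. For these genes the LWS2 libraries stood apart from every other group, which argues against lower expression in LWS1 cones. What sets the LWS2 libraries apart was not tested. Whether the LWS1 and LWS2 differences from tdTomato+ differ from each other was not tested beyond the direct comparison.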
